# Anti-osteoporosis mechanism of resistance exercise in ovariectomized rats based on transcriptome analysis: a pilot study

**DOI:** 10.3389/fendo.2023.1162415

**Published:** 2023-08-17

**Authors:** Qing Wang, Heng Weng, Yue Xu, Hui Ye, Yongqi Liang, Lulu Wang, Yutong Zhang, Yujie Gao, Jiayi Wang, Yuchen Xu, Zhiling Sun, Guihua Xu

**Keywords:** resistance exercise, transcriptome, ovariectomized rat model, postmenopausal osteoporosis, osteoclast

## Abstract

Postmenopausal osteoporosis is the main cause of fractures in women. Resistance exercise has a positive effect on bone mineral density in postmenopausal osteoporosis patients, but its mechanism is unclear. The purpose of this study was to explore the mechanism of resistance exercise in improving ovariectomized osteoporotic rats based on the transcriptome sequencing technique. Eighteen female Sprague-Dawley rats were randomly divided into the sham-operated group, the non-exercise group, and the resistance exercise group. The rat model of postmenopausal osteoporosis was established by bilateral ovariectomy. Ten weeks after the operation, the resistance exercise group received 2 weeks of adaptive training, and 12 weeks of resistance exercise began in the 13th week. The rats were trained 5 days per week, in 4 sets of 3 repetitions per day. After the intervention, all rats were sacrificed, and the body weight, bone mineral density, trabecular bone microarchitecture, and bone biomechanics were examined. At the same time, RNA-seq and enrichment analysis of gene ontology and Kyoto Encyclopedia of Genes and Genomes were performed on the left tibias, followed by Elisa and RT-qPCR verification. It had been found that resistance exercise can effectively counteract the weight gain of ovariectomized osteoporotic rats, and has a good effect on bone mineral density and trabecular bone microarchitecture. Enrichment analysis showed that regulation of gene expression and osteoclast differentiation is the most closely related biological process and signaling pathway shared by RE/Ovx and NE/Ovx groups. Our results revealed that resistance exercise can play a role in inhibiting osteoclast activation and preventing the enhancement of osteoclast bone resorption function in ovariectomized osteoporotic rats by inhibiting Fos/Fosb-regulated TRAP activation and relieving Calcr inhibition, which has important application value in preventing bone loss caused by estrogen deficiency.

## Introduction

Osteoporosis is a systemic metabolic skeletal disease characterized by low bone mass and microarchitecture destruction of bone tissue, predisposing to increased bone fragility and fractures, which has become a major public health problem worldwide. Women after menopause are more likely to suffer from osteoporosis than men (1). Postmenopausal osteoporosis (PMOP) is caused by an imbalance in bone formation and resorption due to estrogen deficiency. As its incidence rate continues to rise, it has brought a substantial economic and social burden (2, 3). Currently, drug therapy is the first-line treatment option, but suffers from side effects, poor compliance, and a lack of universal efficacy. Therefore, finding an alternative strategy that is simple, convenient, and free of side effects is crucial.

Exercise has been recommended as a non-pharmacological intervention in multinational osteoporosis guidelines, in which the common types of exercise are resistance exercise, aerobic exercise, vibration exercise, and so on (4–6). Among them, resistance exercise (RE) has been proven to have a prominent effect on improving bone mineral density (BMD) and reducing the risk of falls in osteoporosis patients (7, 8). Evidence-based guides have proposed that progressive resistance training has been recommended as an effective strategy to increase or maintain BMD for postmenopausal osteoporosis, which is effective in increasing muscle mass, size, and strength (9, 10). One meta-analysis has suggested that high-load resistance training can increase the BMD of the lumbar spine (11), however, the other meta-analysis presented that both high- and low-load resistance training have similar effects on femoral neck and lumbar spine BMD in aging people (12). The latest network meta-analysis has demonstrated RE is the most promising exercise type to increase the total hip BMD (13). However, due to the lack of relevant basic research, the mechanism of RE in improving postmenopausal osteoporosis is not clear, which limits the further optimization of the exercise regimen and application.

In recent years, multi-omics techniques have been increasingly applied in the exploratory studies of the pathogenesis and therapeutic molecular mechanism of OP. Transcriptomics, as a frequently used technique, is widely used to explore the associated mechanism of gene expression and transcription levels. It can rapidly and comprehensively analyze the changes in gene expression and transcription levels in specific tissue samples, obtain relevant transcript information, and easily and quickly screen out differential expression genes to help researchers focus on and lock in the pathogenesis and therapeutic mechanisms. Many researchers have applied transcriptomics to conduct exploratory studies on the pathogenesis of OP and the mechanism of aerobic exercise in OP (14–16), but no transcriptomics studies with resistance exercise in OP have been reported yet. Therefore, in order to explore the mechanism of resistance exercise in OP, this study used the ovariectomized rat model, the classical model for studying PMOP (17), to simulate the pathological changes of osteoporosis in postmenopausal women, and explored the specific mechanism of resistance exercise by transcriptome sequencing. The aim is to provide useful guidance for the application of resistance exercise in the clinical rehabilitation of postmenopausal osteoporosis.

## Materials and methods

### Experimental animals

Eighteen nine-week-old female Sprague-Dawley rats (weight 180-200g) were purchased from Shanghai SLAC Laboratory Animal Co.Ltd. (Shanghai, China). The rats were housed in the SPF Experimental Animal Center of Nanjing University of Chinese Medicine with a temperature of 20 to 26 °C and a 12/12 h light/dark cycle. The experimental animals were randomly divided into the sham-operated (Sham) group, the non-exercise (NE/Ovx) group, and the resistance exercise (RE/Ovx) group. All rats have free access to a standard laboratory diet and water. The experimental protocol was approved by the Ethics Committee for Animal Experiments of Nanjing University of Chinese Medicine (Ethics number: 202012A011).

### Ovariectomy protocol

After 1 week of adaptative feeding, the rats were anesthetized with 1% sodium pentobarbital through intraperitoneal injection (60 mg/kg body weight) and then received either a sham operation or bilateral ovariectomy. Six rats removed only a small piece of adipose tissue near the ovary in the Sham group, and the rats in the NE/Ovx and RE/Ovx groups removed the ovaries bilaterally. Erythromycin ointment was applied to the surgical wound of rats to prevent infection.

### Resistance exercise protocol

The climbing ladder for RE was purchased from Beijing Cinontech Co.Ltd., and the model is Lad-03. The ladder is 100 cm high, with each step spaced 2 cm apart and placed at a backward angle of 85°. The ladder is 14.5 cm wide and consists of stainless steel round tubes with a diameter of 3 mm. This ladder-climbing protocol was adapted from others who have published on resistance training in rats (18, 19). All rats in the RE/Ovx group received 2 weeks of adaptive training before the formal exercise. During the two-week acclimatization period, no weight bearing in the first week, and the training load in the second week was 50% of the rat’s body weight, meanwhile, the rats were trained 5 days per week, in 4 sets of 3 repetitions per day, and a weekend off, to familiarize the rats with the exercise regimen of ladder climbing.

Formal training regimens began in the 13th week, and the rats in RE/Ovx group were intervened for 12 weeks. Each rat started at the bottom of the ladder and climbed 100 cm into the top storage chamber. It should be noted that all rats cannot be stimulated by electricity or heat to climb ladders. When the rats didn’t want to climb, the experimenter assisted them to start the first step on the ladder by lifting the tail, and then gently releasing the tail when they volunteered the second step was performed. All rats in the RE/Ovx group were encouraged by voice or soft touch during the climbing process until they voluntarily climbed to the top of the ladder. The rats were trained 5 days per week, in 4 sets of 3 repetitions per day, with 1 min rest at the top storage chamber of the ladder, and 2 min rest between sets for a total of 12 weeks. The weights and experimental steel balls were placed in a 50ml centrifuge tube that was attached to the bottom of the tail with exercise tape. The weight of weights and experimental steel balls was adjusted every Monday according to the weighed weight of the rats. The training load was set to crawl with 50% of the rat’s body weight for weeks 1 to 4, and 75% of the rat’s body weight for weeks 5 to 8, eventually reaching 100% for weeks 9 to 12. The schematic diagram of the study is shown in **Figure 1**.

**Figure 1:**
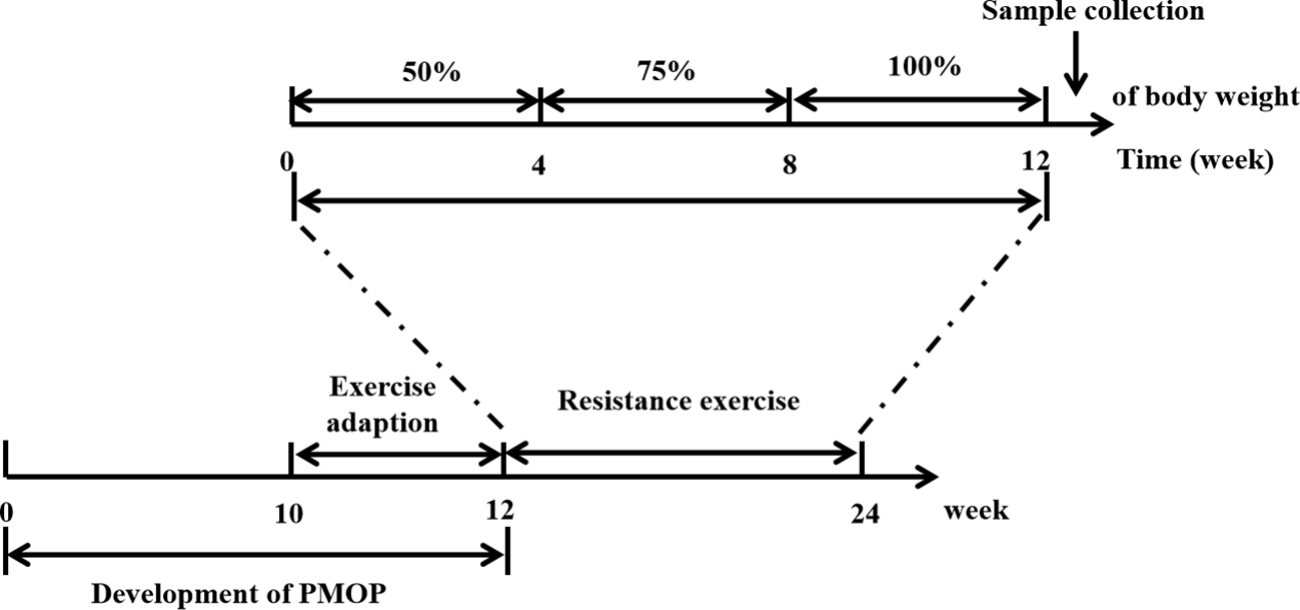
The schematic diagram of the study.

### Sample collection

The body weights of rats in each group were measured and recorded before ovariectomy, after ovariectomy, and before weekly training during the exercise period. After 12 weeks of continuous exercise, blood samples were collected from the abdominal aorta under isoflurane anesthesia, and the rats were then sacrificed. The obtained plasma was stored at -80°C until measurement of bone turnover markers, the left femurs of rats were collected and immersed in saline for measuring bone biomechanics, and the right femurs were collected and stored at Paraformaldehyde until micro-computed tomography (micro-CT) analysis was performed. The left tibias were sent to Shanghai OE Biotech Co., Ltd. for transcriptome sequencing, and the right tibias were stored at -80°C for RNA extraction and real-time quantitative polymerase chain reaction (RT-qPCR) analysis.

### Micro-CT scanning analysis

BMD of cancellous bones (g·cm ^-3^) and trabecular bone microarchitecture were detected by the Micro-CT system (Hiscan XM Micro-CT, Suzhou Hiscan Information Technology Co., Ltd, Suzhou, China). The scan parameters were as follows: Voltage 80kV, current 100uA, single exposure time 50ms, scanning resolution 25um, and scanning angle interval 0.5 degrees. A region of interest (ROI) in the cancellous bone was selected for analysis, which was located near the metaphysis approximately 5 mm from the intercondylar notch. The images were reconstructed with Hiscan Reconstruct software and analyzed with Hiscan Analyzer software (Version 3.0, Suzhou Hiscan Information Technology Co., Ltd, Suzhou, China). Trabecular parameters: bone volume/total volume fraction (BV/TV), trabecular thickness (Tb.Th, mm), trabecular number (Tb.N, 1/mm), trabecular separation (Tb.Sp, mm) were measured.

### Biomechanical testing

The left femurs were removed from saline and restored to room temperature, dried with sterile gauze before testing, and the midpoint position was determined by length measurement along the long axis of the rat femoral shaft using vernier calipers. The bone was placed horizontally on the MTS Acumen3 biomechanical tester (MTS Systems Corporation, USA), the span of sample placement was adjusted to 1.5 cm, and pressure was applied vertically downward at a rate of 0.01 mm/s until the femur fractured and force data were recorded, from which the maximum load and stiffness were calculated.

### Transcriptome sequencing

The left tibias of three rats in each group (the Sham group, the NE/Ovx group, and the RE/Ovx group) were selected, and the skin, muscles, ligaments, and tendons were removed and sent to Shanghai OE Biotech Co., Ltd. for transcriptome sequencing. According to RNA-seq technical documents, total RNA was first extracted, and subsequently the Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA) was used to evaluate the RNA integrity and construct libraries. These libraries were then sequenced on the Illumina sequencing platform (NovaSeq 6000).

### Differentially expressed genes and clustering analysis

Taking “osteoporosis” as the keyword, the DisGeNET database and OMIM database were searched and screened to obtain disease-related genes. The target results of the two databases were pooled and removed duplicates to obtain disease genes related to OP. The DESeq2 R (20) software was used for differential expression analysis of RNA-seq results, and differentially expressed genes (DEGs) with p-value < 0.05 and foldchange >1.2 or <0.83 were selected. The Venn diagrams were used to intersect the obtained disease-related genes. The differential mRNA enrichment of gene ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) were analyzed by hypergeometric distribution test.

### Elisa

The levels of tartrate-resistant acid phosphatase (TRAP) and beta-C-terminal telopeptide of type I collagen (β-CTX) in rat plasma samples were detected by ELISA kits (Shanghai MLBIO Biotechnology Co. Ltd., Shanghai, China) based on manufacturer’s instructions.

### RT-qPCR analysis

The tibias were ground with liquid nitrogen to isolate and extract total RNA, and the RNA was extracted using MolPure^®^ Bone RNA Kit (Yeasen Biotechnology Co., Ltd., Shanghai, China), reverse transcribed total RNA (1 μg) into cDNA, and subsequently subjected to quantitative PCR using GAPDH as the internal reference. qPCR reaction procedure: pre-denaturation at 95°C for 5min, denaturation at 95°C for 10s, and annealing at 60°C for the 30s, 40 cycles in total. The expression levels of the genes screened according to transcriptome sequencing were calculated by the 2 ^-ΔΔCt^ method. The primers are given in **Table 1**.

**Table 1:** The sequence of primers used for RT-Qpcr.

Gene	Forward	Reverse
Acp5	CTCAGCTGTCCTGGCTCAAA	ACTCAGCACATAGCCCACAC
Fos	GAGGGAGCTGACAGATACGC	TCCAGGGAGGTCACAGACAT
Fosb	TGGCCGAGGTGAGAGATTTG	GAAGGGCTAACAACGGGGAA
Calcr	GTGGGCCACTCCATGTCAAT	TGCAACTTATAGGATCCCGTCG
Stat1	GGAAGGGGCCATCACATTCA	CATCGGTTCTGGTGCTTCCT
GAPDH	GTTACCAGGGCTGCCTTCTC	GGGTTTCCCGTTGATGACC

### Statistical analysis

Statistical analysis was performed using GraphPad Prism 9.4.0 version (San Diego, USA), and data were expressed as mean ± standard deviation. Data normality was tested by the Shapiro-Wilk test. When comparing three groups, one-way ANOVA analysis was performed for normally distributed data, and a nonparametric test was used for non-normally distributed data. Two-way ANOVA was used in body weight among three groups.

## Results

### Effect of resistance exercise on body weight of ovariectomized rats

Compared with the Sham group, the rats in the NE/Ovx group showed a significant increase in body weight in the 4th week after the operation (*P* < 0.01); in the 12th week after the operation, the body weight of the RE/Ovx group showed a downward trend due to adaptive exercise. During the formal exercise phase, the body weight of the RE/Ovx group decreased significantly compared with the NE/Ovx group, while there was no significant difference between the RE/Ovx group and the Sham group (as shown in **Figure 2**). It is suggested that there is a significant weight gain in ovariectomized rats, and resistance exercise with certain exercise intensity and duration can significantly improve this performance.

**Figure 2:**
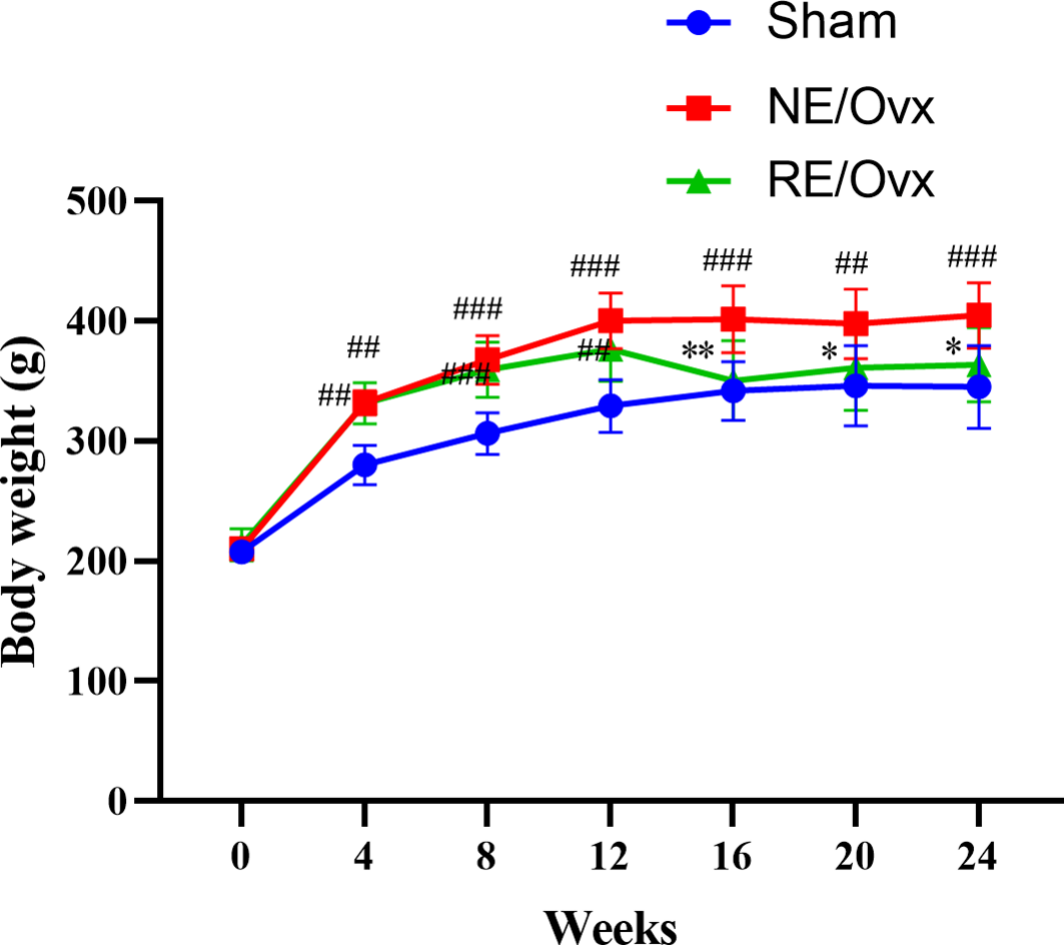
Effect of resistance exercise on body weight of Ovariectomized rat model. The data were expressed as mean ± SD (n=6). ^**^ *P* < 0.01, ^*^ *P* < 0.05 compared to the NE/Ovx group; ^###^ *P* < 0.001, ^##^ *P* < 0.01 compared to the Sham group.

### Effects of resistance exercise on bone mineral density and trabecular bone microarchitecture in ovariectomized rats

Micro-CT images showed that the number of trabecular was reduced in the NE/Ovx group compared with the Sham group, and its trabecular distribution was sparse (**Figure 3**). The results of micro-CT analysis showed that the BMD of cancellous bones, BV/TV, Tb.N, and Tb.Th in the NE/Ovx group was significantly reduced compared with the Sham group, while Tb.Sp was significantly increased compared with the Sham group (**Figure 4**). It is suggested that there is obvious osteoporosis in ovariectomized rats with good model formation and bone loss, and the trabecular was significantly decreased in terms of number, thickness, and density.

**Figure 3:**
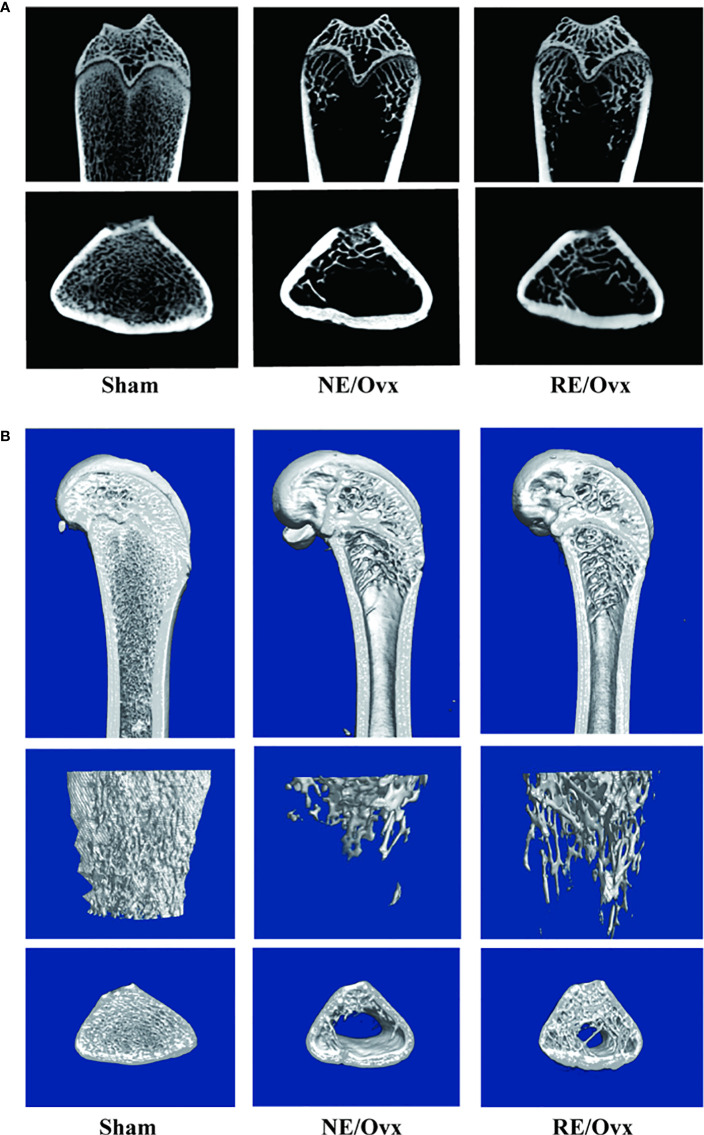
**(A)** Micro-CT 2D images in the trabecular architecture of distal femurs; **(B)** Micro-CT 3D images in the trabecular architecture of distal femurs (scale bar: 1mm).

**Figure 4:**
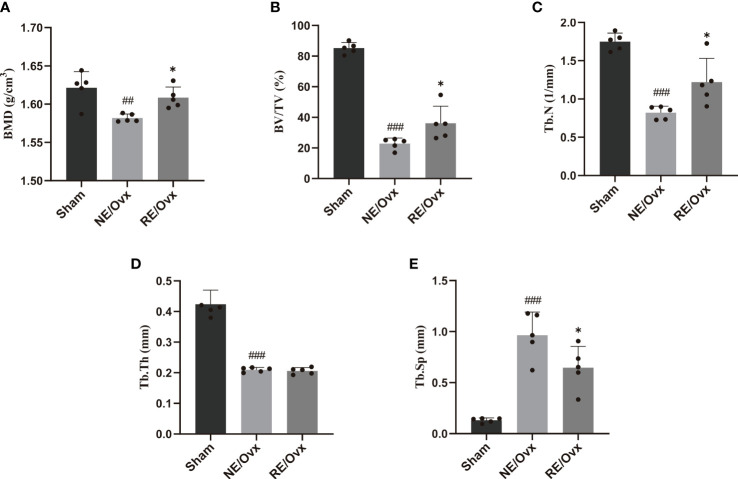
Quantitative results of **(A)** BMD and trabecular bone microarchitecture parameters: **(B)** BV/TV, **(C)** Tb.N, **(D)** Tb.Th, and **(E)** Tb.Sp. Graphs show mean ± SD (n=5). ^*^ *P* < 0.05 compared to the NE/Ovx group; ^###^P < 0.001, ^##^ *P* < 0.01 compared to the Sham group.

Meanwhile, micro-CT images showed that the number of trabecular was improved in the RE/Ovx group compared with the NE/Ovx group (**Figure 3**). And the results of micro-CT analysis also showed that compared with the NE/Ovx group, the BMD of cancellous bones, BV/TV, and Tb.N in the RE/Ovx group were significantly improved (*P <*0.05), Tb.Sp was significantly decreased (*P <*0.05) (**Figure 4**). It is suggested that resistance exercise can significantly improve osteoporosis and had the effect of counteracting the decrease in the number and density of trabecular bone and bone loss in ovariectomized rats.

### Effect of resistance exercise on bone biomechanical properties in ovariectomized rats

The analysis of bone biomechanical properties revealed that the maximum load of rats in the NE/Ovx group was significantly lower than that of the Sham group (*P* < 0.01) (**Figure 5A**), while the stiffness of the NE/Ovx group rats also showed a certain degree of reduction (*P* > 0.05) (**Figure 5B**). Interestingly, there was no significant difference in stiffness among the Sham, NE/Ovx, and RE/Ovx groups (**Figure 5B**). It is suggested that there is no significant change in bone biomechanical properties in ovariectomized rats except for the maximum load.

Compared with the NE/Ovx group, the maximum load and stiffness of the RE/Ovx group showed a certain improvement trend (*P* > 0.05). It is suggested that resistance exercise has a more prominent effect on trabecular bone microarchitecture improvement, while there is also a certain trend of improvement in bone biomechanical properties, but the effect is not prominent (**Figure 5**).

**Figure 5:**
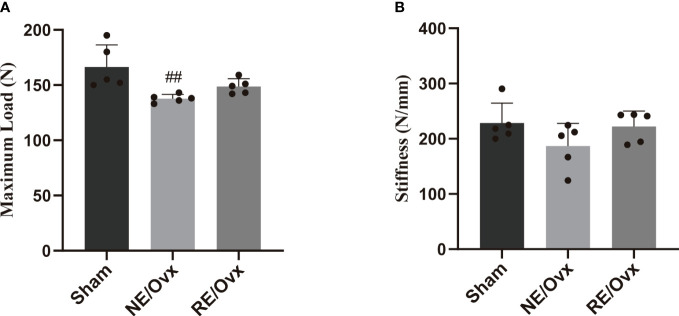
Effect of resistance exercise on bone biomechanical properties. **(A)** Maximum Load. **(B)** Stiffness. Graphs present mean ± SD (n=5). ^##^P < 0.01 compared to the Sham group.

### RNA-seq analysis of resistance exercise to improve osteoporosis in ovariectomized rats

Although resistance exercise has a protective effect on osteoporosis, its underlying mechanism is still unclear. Therefore, we explored its mechanism through transcriptomic analysis.

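RNA-seq was carried out on the left tibias of 3 rats in each of the Sham, NE/Ovx and RE/Ovx groups, collected 24 weeks after the operation, which in the RE/Ovx group followed 12 weeks of climbing with a load that reached 100% of body weight. The bones had been freed of skin, muscles, ligaments and tendons, and the libraries were made from total RNA depleted of ribosomal RNA with a kit that keeps the strand. Each library therefore holds RNA of bone, cartilage and marrow cells together, and a lower share of 1 cell type raises the share of the others. The authors deposited a whole-number count and an FPKM value for each of 22589 genes in each rat. The submitters' processing notes name Trimmomatic, HISAT2, StringTie, Bowtie2, DESeq and the rat build Rnor_6.0 without versions, and whether the counting used the strand is not given in the sources used here. The counts summed to between 12297992 and 15123988 per rat in the Sham group (median 12492426), 13568808 and 16671533 in the NE/Ovx group (median 14233832) and 12967456 and 14946389 in the RE/Ovx group (median 14762243). Of these genes, 14520 had enough counts to be tested with edgeR's quasi-likelihood test in a fit of all 9 rats, after TMM normalization with factors from 0.962 to 1.04. Benjamini-Hochberg adjusted p under 0.05 was taken as the threshold, and the study's own thresholds (unadjusted p under 0.05 with a fold change above 1.2 or below 0.83) were counted beside it. A rule for the genes to be named and 42 lists of genes of cell types and pathways were fixed before the data were examined. Each list was compared with all other genes by camera with a preset correlation of 0.01 between its genes, and again with an estimated correlation. With the preset correlation 24 lists passed for NE/Ovx against Sham, 17 for RE/Ovx against NE/Ovx and 27 for RE/Ovx against Sham, and with an estimated correlation 0 lists passed in each comparison. Levels are given as CPM, counts scaled to the effective library size, as mean ± SD of 3 rats. With 3 rats against 3, an exact permutation test cannot give a p below 0.1.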

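Genes of fat cells were higher in the tibias of NE/Ovx rats than in those of Sham rats. Of 20 adipocyte genes, 9 rose and none fell (17 higher and 1 lower when adjusted over the list alone), with a median log2 fold change of 1.53. The adipocyte list had a camera adjusted p of 2.51e-27, and adjusted p = 0.249 with an estimated correlation. Plin1, which coats lipid droplets, was at 61.3 ± 13.3 CPM in the NE/Ovx group and 7.75 ± 1.93 CPM in the Sham group (log2 fold change 2.97, standard error 0.25, adjusted p = 0.00387 from edgeR). Aqp7, a glycerol channel of fat cells, rose by 3.09 and Thrsp, which regulates lipid synthesis, by 2.53 on the log2 scale. Among the genes that fell, Igfbp2, which binds insulin-like growth factors, had a log2 fold change of -5.70 (standard error 0.73, adjusted p = 0.0162 from edgeR) and Greb1, a target gene of the estrogen receptor, one of -2.69 (standard error 0.36, adjusted p = 0.0175 from edgeR).
Markers of marrow cells moved in both directions. Of 22 B cell genes, 15 were higher when adjusted over the list alone and none passed over all genes. Their median was 1.02 (camera adjusted p = 8.03e-11, and adjusted p = 0.484 with an estimated correlation). Without Sham rat 12, whose level of this list was -1.75 against -0.44 and -0.13 in the other Sham rats, the median was 0.65 and the list still passed camera. Blnk, an adaptor of B cell receptor signalling, had a log2 fold change of 1.40 (adjusted p = 0.0596 from edgeR). Medians were negative for 20 neutrophil genes (-0.48, 6 lower when adjusted over the list alone), 15 megakaryocyte genes (-0.53, 11 lower) and 24 erythroid genes (-0.36, 1 lower). Their camera adjusted p were 7.27e-09, 1.97e-09 and 6.98e-08, and adjusted p = 0.484 with an estimated correlation for each. The erythroid median was -0.56 without NE/Ovx rat 9. The interferon response genes had a median of 0.90 (camera adjusted p = 0.00252, and adjusted p = 0.746 with an estimated correlation). NE/Ovx rat 6 had a level of 1.82 on this list against -0.72 to 0.34 in the other rats, and without it the median was -0.09 (adjusted p = 0.297).
Over all genes, 178 passed the adjusted threshold in edgeR, 149 higher and 29 lower. DESeq2 on the 9 libraries called 1014, 665 higher and 349 lower, and limma on log2(FPKM + 1) called 112, 96 higher and 16 lower. Scaled to library totals, edgeR called 199 genes, 178 higher and 21 lower. Without Sham rat 12 it called 24 higher and 16 lower. At the study's thresholds 2595 genes passed, 1648 higher and 947 lower, against a mean of 666 (SD 23.5) in simulated groups without any effect. Other equal splits of the 6 rats gave 250 to 1296 genes, a wider spread than the simulation. For the real groups 1867 were higher and 702 lower when scaled to library totals, and 1389 and 1207 without NE/Ovx rat 9. The groups did not overlap for 3668 genes (25.3%), where chance gives 10%. The count of 178 went to 9 without NE/Ovx rat 8, 10 without NE/Ovx rat 9, 36 without Sham rat 7, 40 without Sham rat 12 and 87 without NE/Ovx rat 6. Of the 55 genes named by the rule that passed, 7 kept their call whichever of the 6 rats was left out, among them Plin1. Igfbp2 and Greb1 lost it without NE/Ovx rat 8 or 9 (adjusted p up to 0.0789 and 0.0876), Thrsp also without Sham rat 12 (up to 0.0876) and Aqp7 without any 1 rat except Sham rat 7 (up to 0.117).

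**Figure D1:**
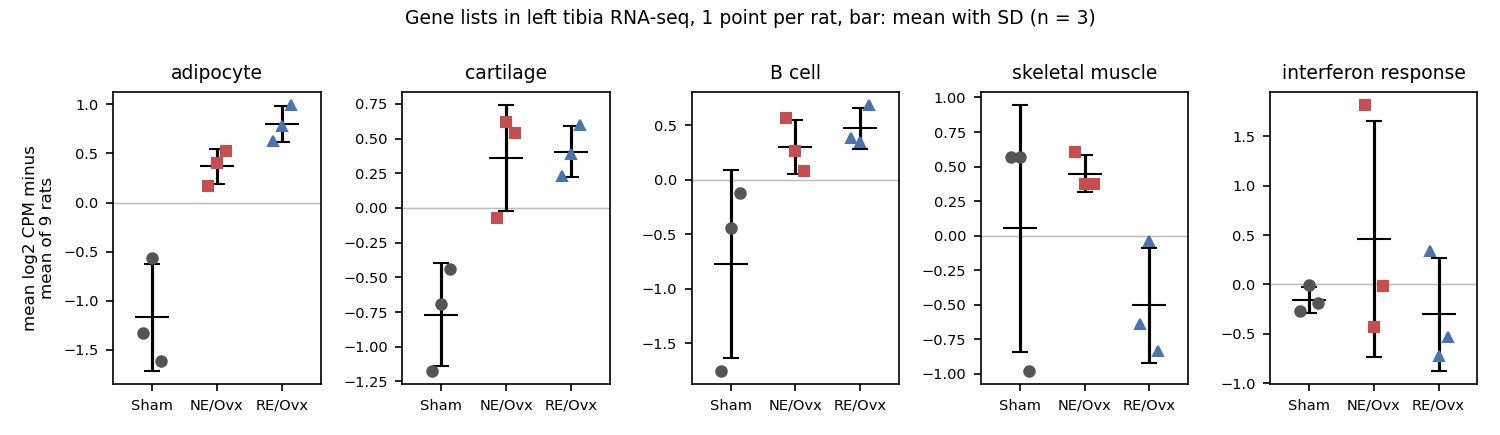
Level of 5 gene lists in each of the 9 rats by group (mean over a list's genes of log2 CPM, each gene centred on its mean over the rats). Points are rats and bars are group means. The adipocyte level runs from 0.17 to 0.53 in NE/Ovx rats and from -1.62 to -0.57 in Sham rats.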

We found by RNA-seq that there were 6697 DEGs in the NE/Ovx group compared with the Sham group, of which 4040 were upregulated and 2657 were downregulated. There were 4423 DEGs in the RE/Ovx group compared with the NE/Ovx group, of which 2227 were upregulated and 2196 were downregulated (**Figure 6A**). 

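Genes of skeletal muscle had lower levels in RE/Ovx rats than in NE/Ovx rats. All 32 tested had a negative log2 fold change, and 22 were lower when adjusted over the list alone. Their median was -0.96 (camera adjusted p = 2.24e-36, and adjusted p = 0.497 with an estimated correlation). Myh4, a myosin of fast fibres, was at 547 ± 147 CPM in the RE/Ovx group and 1370 ± 164 CPM in the NE/Ovx group (log2 fold change -1.32, standard error 0.35, adjusted p = 0.92 from edgeR). Sham rat 8 had a lower level of this list than any RE/Ovx rat (-0.98 against -0.83 to -0.04). Different amounts of muscle left on the tibias are a candidate explanation for the values of this list. The adipocyte genes had a median of 0.40 (camera adjusted p = 9.68e-08, and adjusted p = 0.592 with an estimated correlation), and Plin1 was at 96.6 ± 22.4 CPM in the RE/Ovx group. The interferon response genes had a median of -1.14 (camera adjusted p = 9.76e-11, and adjusted p = 0.697 with an estimated correlation). Without NE/Ovx rat 6 it was 0.02 (adjusted p = 0.865). No single gene passed the adjusted threshold in edgeR, where the smallest adjusted p was 0.537 and 767 genes (5.28%) had an unadjusted p under 0.05. DESeq2 called 5 genes on all 9 libraries and 154 on the 2 groups without the filter on low counts, edgeR on the 2 groups called 1 gene, Dbp, edgeR without Sham rat 7 called 1 gene and limma called 0. The study's thresholds were passed by 680 genes, 223 higher and 457 lower, and simulated groups without any effect gave 667 (range 607 to 720). Other equal splits of these rats gave 231 to 1060 genes, so the simulated range understates the spread between real libraries. Without RE/Ovx rat 3 the count for the real groups was 1025, with 549 higher and 476 lower, so the excess of lower genes was lost. Each other fit without 1 rat of the 2 groups kept more lower than higher genes. With the skeletal muscle level as a covariate, a fit added after the data were seen, 326 were higher and 307 lower. By the fold change alone 3122 genes passed, 1554 higher and 1568 lower. The simulated groups gave 3208. The groups did not overlap for 1682 genes (11.6%, against 10% by chance).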

To further explore the gene changes associated with osteoporosis among them, we retrieved 1591 OP-related disease genes through the DisGeNET database and OMIM database, and intersected these genes with the aforementioned 6697 DEGs in NE/Ovx vs. Sham and 4423 DEGs in RE/Ovx vs. NE/Ovx respectively, to obtain the target genes associated with the mechanism of resistance exercise to improve osteoporosis in ovariectomized rats explored in this study (**Figure 6B**).

**Figure 6:**
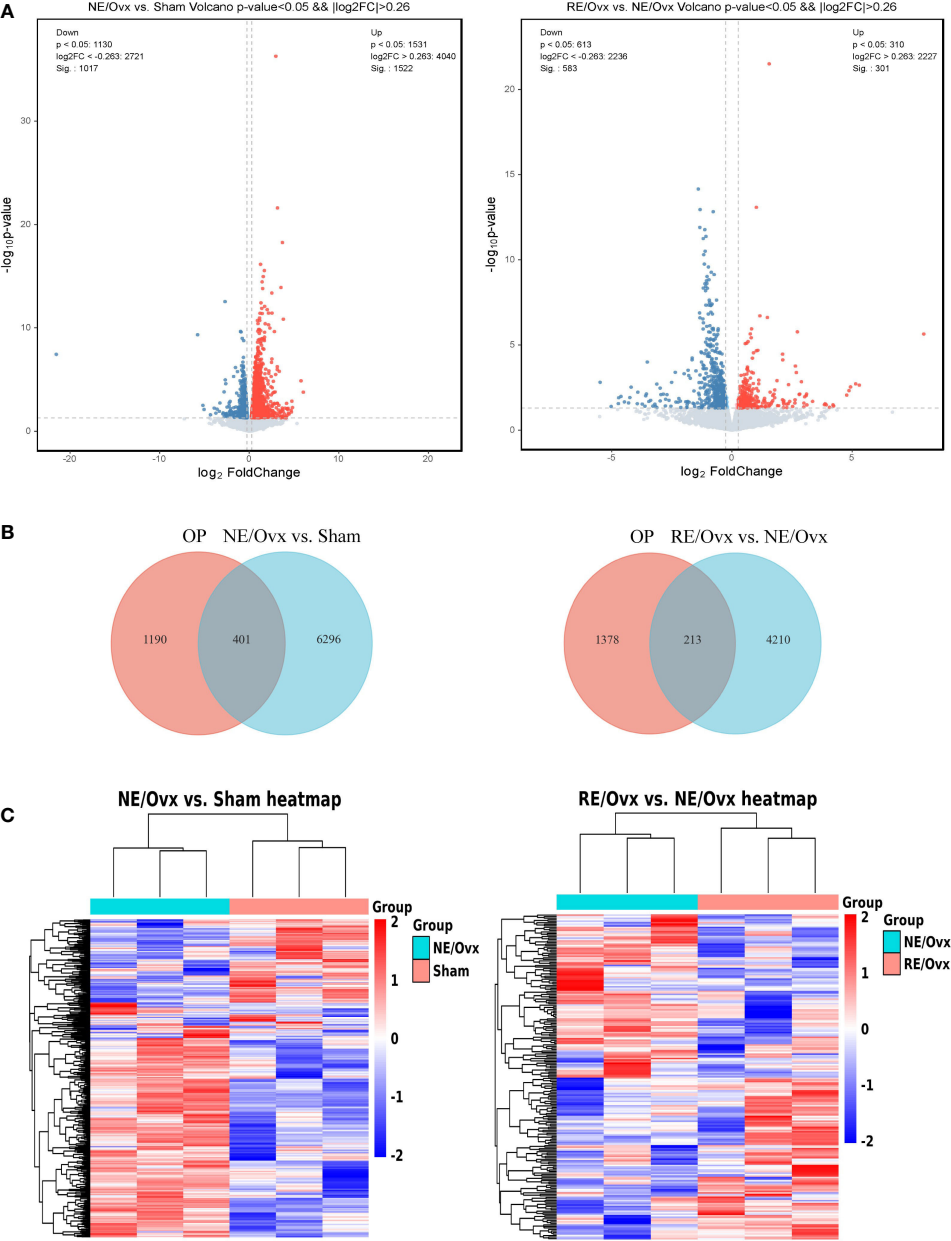
Analysis of DEGs. **(A)** Volcano plot of DEGs. **(B)** Venn diagram of DEGs between OP and NE/Ovx vs. Sham, OP and RE/Ovx vs. NE/Ovx. **(C)** Heatmap of 401 DEGs in NE/Ovx vs. Sham and 213 DEGs in RE/Ovx vs. NE/Ovx.

Finally, 401 DEGs related to the mechanism of ovariectomized osteoporotic rats were obtained in the NE/Ovx group, including 284 upregulated and 117 downregulated genes, and 213 DEGs related to the improvement mechanism in the RE/Ovx group, of which 106 genes were upregulated and 107 downregulated (**Figure 6C**).

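Of 74 tested genes linked to osteoporosis or bone density, listed from textbook knowledge and not the study's list, 9 rose in the NE/Ovx group compared with the Sham group and none fell (18 higher and 3 lower when adjusted over the list alone). Serpinf1, which encodes pigment epithelium-derived factor and is mutated in a brittle bone disease, was at 108 ± 23.4 CPM in the NE/Ovx group and 37.9 ± 5.14 CPM in the Sham group (log2 fold change 1.51, standard error 0.24, adjusted p = 0.024 from edgeR). Adipoq, a hormone of fat cells that is on both the osteoporosis and the adipocyte list, rose by 2.42 on the log2 scale. The median of the list was 0.29 (camera adjusted p = 9.77e-08, and adjusted p = 0.484 with an estimated correlation). In the RE/Ovx group compared with the NE/Ovx group no osteoporosis gene passed over all genes and 1 was lower when adjusted over the list alone. This gene was Tmem38b, a potassium channel of the endoplasmic reticulum, at 22.4 ± 0.567 CPM against 30.7 ± 0.656 CPM (log2 fold change -0.45, standard error 0.08, adjusted p = 0.92 from edgeR). The median of the list was 0.10 (camera adjusted p = 0.0581), and -0.045 without NE/Ovx rat 6 (adjusted p = 0.809). The list passed camera without NE/Ovx rat 8 or 9 or RE/Ovx rat 3 (median 0.14, 0.17 and 0.17, adjusted p = 0.00819, 0.00636 and 3.91e-04). For NE/Ovx against Sham, 30 of the 74 genes passed the study's thresholds, 2.27 times the share among all tested genes (one-sided Fisher's exact test, adjusted p = 2.4e-05). Of the same genes, 6 passed for RE/Ovx against NE/Ovx, 1.73 times that share (adjusted p = 0.371 from the same test). The call of Serpinf1 was lost without Sham rat 7 or 12 or NE/Ovx rat 8 or 9 (adjusted p up to 0.0983). That of Adipoq was lost without Sham rat 12 or NE/Ovx rat 8 or 9 (adjusted p up to 0.0876).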

### Analysis of key regulatory pathways of resistance exercise to improve osteoporosis in ovariectomized rats

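Genes of osteoblasts and matrix mineralization were higher in the NE/Ovx group than in the Sham group. Of 22 tested, 4 rose and none fell (11 higher when adjusted over the list alone). Their median log2 fold change was 0.62 (camera adjusted p = 4.14e-10, and adjusted p = 0.484 with an estimated correlation). Col1a1, a chain of type I collagen, was at 19406 ± 4685 CPM in the NE/Ovx group and 5983 ± 1284 CPM in the Sham group (log2 fold change 1.70, standard error 0.25, adjusted p = 0.0236 from edgeR). Bglap, which encodes osteocalcin, rose by 1.72 and Sparc, which encodes osteonectin, by 1.40 on the log2 scale. Of 10 osteocyte genes 1 was higher when adjusted over the list alone, with a median of 0.38 (camera adjusted p = 0.0436, and adjusted p = 0.612 with an estimated correlation). The call of this list ended without Sham rat 7 or 12 or NE/Ovx rat 8 or 9 (adjusted p up to 0.527), and without NE/Ovx rat 9 the median was 0.15. Of 27 genes of aging and senescence, Foxo1, a transcription factor restrained by insulin signalling, rose by 1.01 (6 higher and 2 lower when adjusted over the list alone). The median of this list was -8.9e-05 while its mean was 0.16 and camera pointed upwards (adjusted p = 0.463), and it ran from -0.055 without NE/Ovx rat 9 to 0.056 without NE/Ovx rat 8. The 39 cell cycle genes had a median of -0.27 (camera adjusted p = 1.71e-10, and adjusted p = 0.484 with an estimated correlation), and 2 were lower when adjusted over the list alone. Ccne1, the cyclin that brings cells into S phase, was at 62.4 ± 8.32 CPM against 92.8 ± 4.59 CPM (adjusted p = 0.0634 from edgeR). These shifts stood in the same rats as the higher adipocyte and B cell and the lower neutrophil, megakaryocyte and erythroid levels. The calls of Col1a1 and Bglap were lost without Sham rat 7 or 12 or NE/Ovx rat 8 or 9, with adjusted p up to 0.0912 and 0.108. That of Sparc was also lost without Sham rat 8, and that of Foxo1 whichever of the 6 rats was left out (up to 0.117 and 0.134).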

GO enrichment analysis of 401 DEGs related to the mechanism of ovariectomized osteoporosis in the NE/Ovx group showed that the biological process was mainly involved in aging, ossification, regulation of cell population proliferation, and regulation of gene expression. Cellular component mainly included the extracellular matrix, cell surface, cytoplasm, and extracellular region. 

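Collagens and other matrix genes were higher in the NE/Ovx group than in the Sham group. Of 41 extracellular matrix genes tested, 5 rose and none fell (26 higher when adjusted over the list alone). The median log2 fold change was 0.91 (camera adjusted p = 7.36e-18, and adjusted p = 0.484 with an estimated correlation). Col4a1, a chain of the basement membrane collagen, was at 192 ± 23.1 CPM in the NE/Ovx group and 79.6 ± 9.47 CPM in the Sham group (log2 fold change 1.27, standard error 0.20, adjusted p = 0.024 from edgeR). Col5a2, a chain of the type V collagen of collagen fibrils, rose by 1.18. Of 18 cartilage genes, 3 rose and none fell (16 higher when adjusted over the list alone). Their median was 1.05 (camera adjusted p = 1.22e-16, and adjusted p = 0.37 with an estimated correlation). Col11a2, a cartilage collagen, was at 298 ± 41.4 CPM against 100.4 ± 25.7 CPM (log2 fold change 1.57, standard error 0.17, adjusted p = 0.00785 from edgeR). It kept its call whichever of the 6 rats was left out. Acan, which encodes the proteoglycan aggrecan, was at 284 ± 47.8 CPM against 145 ± 8.76 CPM (adjusted p = 0.0265 from edgeR). Of the matrix genes 29 and of the cartilage genes 16 passed the study's thresholds, 3.96 and 4.97 times their shares of all tested genes (one-sided Fisher's exact test, adjusted p = 6.3e-12 and 1.55e-09). The calls of Col4a1 and Col5a2 were lost without Sham rat 7 or 12 or NE/Ovx rat 8 or 9 (adjusted p up to 0.0983 and 0.107). That of Acan was lost without any 1 rat except NE/Ovx rat 6 (up to 0.104).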

Molecular function displayed enrichment in signaling receptor binding, cytokine activity, enzyme binding, and growth factor activity. 

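Among 73 genes of cytokines and their receptors, 3 rose in the NE/Ovx group compared with the Sham group and none fell, over all genes as well as adjusted over the list alone. Ccl9, a chemokine, had a log2 fold change of 2.85 (standard error 0.44, adjusted p = 0.0239 from edgeR) at the low level of 1.54 ± 0.382 CPM against 0.211 ± 0.107 CPM. Ghr, the growth hormone receptor, was at 71.3 ± 7.43 CPM against 39 ± 9.63 CPM (log2 fold change 0.87, standard error 0.16, adjusted p = 0.0386 from edgeR), and Lep, the hormone leptin of fat cells, rose by 2.43. The cytokine genes had a median of 0.11 (camera adjusted p = 0.331), from 0.043 without Sham rat 12 to 0.17 without Sham rat 7. Of 54 growth factor genes, Angpt2, a ligand of the receptor Tie2, rose by 0.85 and Wisp1, a matrix protein induced by Wnt signalling, by 1.27 (5 higher and 1 lower when adjusted over the list alone). The median of this list was 0.31 (camera adjusted p = 2.64e-04, and adjusted p = 0.492 with an estimated correlation), and 0.17 and 0.19 without Sham rat 8 and NE/Ovx rat 9. Of the 73 cytokine genes, 23 passed the study's thresholds, 1.76 times their share of all tested genes (one-sided Fisher's exact test, adjusted p = 0.00987). The call of Lep ended whichever of the 6 rats was left out, and those of the other 4 genes without NE/Ovx rat 8 or 9 (adjusted p up to 0.138). Ccl9 also lost it without Sham rat 7 or 8, Ghr without Sham rat 8 or 12 or NE/Ovx rat 6, Angpt2 without any 1 Sham rat and Wisp1 without Sham rat 7 or 12.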

GO enrichment analysis of 213 DEGs related to improving the mechanism of osteoporosis in the RE/Ovx group revealed that the biological process was mainly related to the regulation of cell population proliferation, aging, response to estradiol, response to mechanical stimulus, and regulation of gene expression. 

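Of 21 genes of the response to estrogen and estradiol, none passed between the RE/Ovx and NE/Ovx groups, over all genes or over the list alone. Their median log2 fold change was 0.09 (camera adjusted p = 0.236), and ran from -0.078 without NE/Ovx rat 6 to 0.15 without NE/Ovx rat 9. Ccnd1, the cyclin D1 that estradiol induces in many tissues, was at 38.3 ± 5.26 CPM in the RE/Ovx group and 27.7 ± 1.47 CPM in the NE/Ovx group (log2 fold change 0.47, standard error 0.13, adjusted p = 0.92 from edgeR). The 27 genes of aging and senescence had a median of 0.06 (camera adjusted p = 0.377), from 0.037 without RE/Ovx rat 5 to 0.13 without NE/Ovx rat 9. Of these, Cdkn1a, an inhibitor of the cell cycle, had a log2 fold change of -0.68 (standard error 0.28) and Igfbp5, which binds insulin-like growth factors in bone, one of 0.44 (standard error 0.20). Both had an adjusted p of 0.924 from edgeR. The cell cycle genes had a median of 0.05 (camera adjusted p = 0.137), and Ccne1 was at 71.3 ± 10.5 CPM in the RE/Ovx group. Without NE/Ovx rat 9 or RE/Ovx rat 8 the median of the cell cycle genes was 0.11 in each case (camera adjusted p = 0.00445 and 9.06e-05), and without RE/Ovx rat 3 or NE/Ovx rat 8 it was -0.051 and -0.019 (adjusted p = 0.185 and 0.674).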

Cellular component mainly concerned extracellular space, cytoplasm, cell surface, and extracellular region. Molecular function exhibited enrichment in cytokine activity, growth factor activity, signaling receptor binding, cytokine binding, and receptor ligand activity (**Figure 7A**). 

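None of the 73 genes of cytokines and receptors passed the test between the RE/Ovx and NE/Ovx groups. Their median log2 fold change was -0.02 (camera adjusted p = 0.0969). Csf2rb, the shared receptor chain of interleukin 3, interleukin 5 and GM-CSF, was at 60.3 ± 7.09 CPM in the RE/Ovx group and 77.3 ± 6.34 CPM in the NE/Ovx group (log2 fold change -0.36, standard error 0.10, adjusted p = 0.92 from edgeR). Ghr was at 105 ± 8.77 CPM in the RE/Ovx group, a log2 fold change of 0.56 (standard error 0.16, adjusted p = 0.92 from edgeR). Of the 54 growth factor genes Igf1, which mediates effects of growth hormone in bone, was at 141 ± 20.7 CPM against 92.3 ± 8.68 CPM (log2 fold change 0.61, standard error 0.19, adjusted p = 0.92 from edgeR). The median of this list was 0.05 (camera adjusted p = 0.221). Igf1 is also among 18 genes of stromal progenitors, whose median was 0.33 (camera adjusted p = 9.64e-07, and adjusted p = 0.592 with an estimated correlation), and 0.20 without RE/Ovx rat 5 or 8. The study's thresholds were passed by 11 of the 73 cytokine genes, 3.22 times their share of all tested genes (one-sided Fisher's exact test, adjusted p = 0.00463). Of these, 10 were lower and 1, Ghr, was higher. Among the lower ones, Csf3r is also on the neutrophil list, whose median was -0.24 in the same comparison. DESeq2 on the 2 groups without the filter on low counts called Ghr and Igf1 with adjusted p of 0.00167 and 0.00164. Without RE/Ovx rat 8 or NE/Ovx rat 6 the cytokine list passed camera (median -0.09 and -0.06, adjusted p = 0.00727 and 0.0471), and its median was 0.0083 without NE/Ovx rat 8 (adjusted p = 0.24). The growth factor list did so without RE/Ovx rat 3 or NE/Ovx rat 9 (median 0.15 and 0.12, adjusted p = 0.0017 and 0.0401), and its median was 0.0025 without RE/Ovx rat 8 (adjusted p = 0.977).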

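Transcription factors of the circadian clock had the smallest p of all genes between the RE/Ovx and NE/Ovx groups. Dbp, a clock output gene, was at 31.3 ± 2.68 CPM in the RE/Ovx group and 10.7 ± 0.685 CPM in the NE/Ovx group (log2 fold change 1.55, standard error 0.24, adjusted p = 0.537 from edgeR). Nfil3, a repressor that binds the sites of Dbp, was at 18 ± 0.901 CPM against 27.9 ± 0.563 CPM (log2 fold change -0.63, standard error 0.10, adjusted p = 0.537 from edgeR). Of 17 clock genes, 5 were higher and 1 lower when adjusted over the list alone and none passed over all genes. Their median log2 fold change was 0.32 (camera adjusted p = 2.28e-05, and adjusted p = 0.497 with an estimated correlation), and 0.16 without NE/Ovx rat 6 (camera adjusted p = 0.00703). DESeq2 on the 9 libraries called both genes, with adjusted p of 7.46e-06 and 0.00278. The paper does not give the time of day at which each rat's tissue was collected. Whether that time differed between the groups was not tested, so these values cannot be assigned to exercise. In the NE/Ovx group compared with the Sham group the clock genes had a median of -0.08 (camera adjusted p = 0.813), with 2 higher and 2 lower when adjusted over the list alone. This median ran from -0.19 without NE/Ovx rat 8 to 0.095 without Sham rat 12. Dbp had a log2 fold change of -0.93 (standard error 0.24, adjusted p = 0.082 from edgeR). The immediate early genes, transcription factors and regulators induced within minutes of a stimulus, had a median of 0.40 in the NE/Ovx group compared with the Sham group (camera adjusted p = 0.0284, and adjusted p = 0.698 with an estimated correlation). Of 27 such genes 1 was higher and 1 lower when adjusted over the list alone. In the RE/Ovx group compared with the NE/Ovx group the median was -0.20 (camera adjusted p = 3.38e-05, and adjusted p = 0.592 with an estimated correlation). Nr4a1, a nuclear receptor, was at 15.6 ± 2.37 CPM against 33.4 ± 12.1 CPM (log2 fold change -1.10, standard error 0.31, adjusted p = 0.92 from edgeR). Without NE/Ovx rat 9 the medians were 0.14 and -0.06 (camera adjusted p = 0.488 and 0.15). The call for NE/Ovx against Sham was also lost without Sham rat 7 or Sham rat 8 (adjusted p = 0.0903 and 0.0943).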

From the above analysis, it can be found that biological process such as the regulation of gene expression is jointly involved in the mechanism of ovariectomized osteoporosis in the NE/Ovx group and the improvement of ovariectomized osteoporosis in the RE/Ovx group.

**Figure 7:**
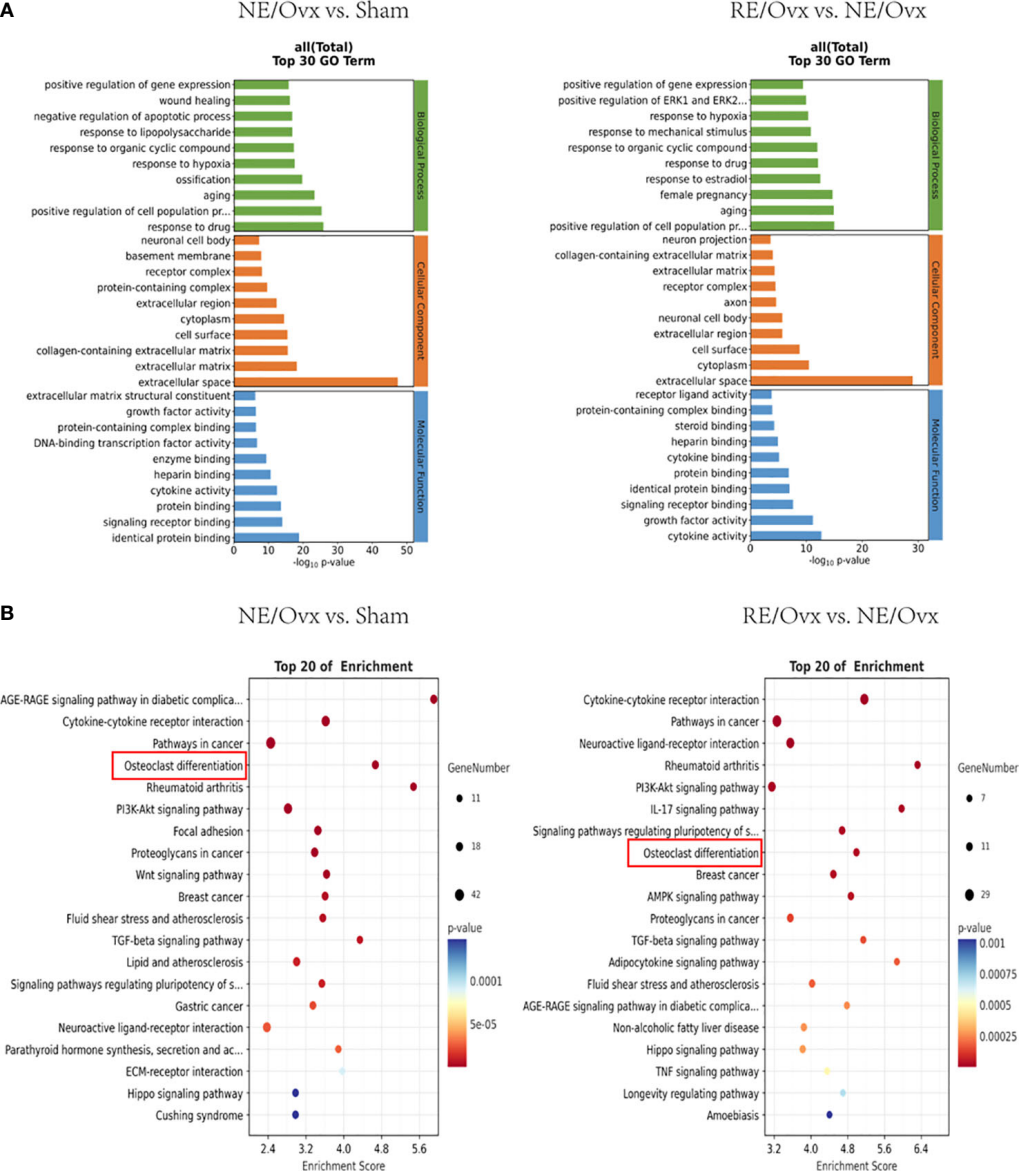
GO and KEGG enrichment analysis. **(A)** The top 30 GO terms of NE/Ovx vs. Sham and RE/Ovx vs. NE/Ovx. **(B)** The top 20 enrichment signaling pathways of NE/Ovx vs. Sham and RE/Ovx vs. NE/Ovx.

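Several members of the signalling lists of these pathways were higher in the NE/Ovx group than in the Sham group. Of 56 genes of focal adhesion and receptors of the extracellular matrix, Itga10, the collagen-binding integrin of cartilage, was at 71.6 ± 17.4 CPM in the NE/Ovx group and 29.3 ± 2.23 CPM in the Sham group (log2 fold change 1.29, standard error 0.18, adjusted p = 0.0213 from edgeR). The laminin chains Lama4 and Lamc1 rose by 0.73 and 0.60, and these 3 were the genes of the list that passed (16 higher and 8 lower when adjusted over the list alone). The median of the list was 0.12 (camera adjusted p = 0.188), and 0.059 without NE/Ovx rat 9. Of 55 Wnt genes 3 rose, namely Lrp5, a Wnt co-receptor, by 0.69, the R-spondin receptor Lgr4 by 0.61 and the inhibitor Nkd2 by 0.68 (11 higher when adjusted over the list alone). Their median was 0.30 (camera adjusted p = 5.32e-06, and adjusted p = 0.484 with an estimated correlation). Of 51 TGF-beta and BMP genes, Smad1, a mediator of BMP signals, was at 51.5 ± 2.36 CPM against 31.1 ± 4.28 CPM (log2 fold change 0.73, standard error 0.11, adjusted p = 0.0239 from edgeR). Of this list 1 rose (8 higher when adjusted over the list alone), and the median was 0.30 (camera adjusted p = 7.87e-05, and adjusted p = 0.531 with an estimated correlation). Of 89 genes of neuroactive receptors and ligands 6 rose (11 higher and 5 lower when adjusted over the list alone). Among them were Agt, the angiotensin precursor, by 2.19 and Adrb3, a beta-adrenergic receptor of fat cells that is also on the adipocyte list, by 1.87. The median was 0.25 (camera adjusted p = 0.0284, and adjusted p = 0.492 with an estimated correlation). The neuroactive list was no longer called without Sham rat 8, where its median was 0.15, NE/Ovx rat 8 or NE/Ovx rat 9 (adjusted p = 0.065, 0.0751 and 0.072). None of 35 Hippo genes passed over all genes, and Vgll4, a cofactor that binds TEAD proteins, was at 58 ± 1.03 CPM against 44 ± 1.33 CPM (adjusted p = 0.0511 from edgeR). Adjusted over the list alone 1 Hippo gene was higher and 1 lower, and the median was 0.38 (camera adjusted p = 0.00188, and adjusted p = 0.484 with an estimated correlation). Each gene described above as higher lost its call without Sham rat 12, NE/Ovx rat 8 or NE/Ovx rat 9, and Lama4, Lamc1 and Adrb3 lost it whichever of the 6 rats was left out (adjusted p up to 0.139). Sham rat 7 also ended the calls of Itga10, Smad1, Nkd2, Lgr4 and Lrp5, Sham rat 8 those of Lrp5 and Agt, and NE/Ovx rat 6 that of Smad1.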

KEGG enrichment analysis of 401 DEGs related to the mechanism of ovariectomized osteoporosis in the NE/Ovx group showed that Cytokine-cytokine receptor interaction, osteoclast differentiation, PI3K-Akt signaling pathway, Focal adhesion, Wnt signaling pathway, TGF-beta signaling pathway, Neuroactive ligand-receptor interaction, Parathyroid hormone synthesis, secretion and action, ECM-receptor interaction, and Hippo signaling pathway were significantly enriched. 

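No gene of these pathways passed the test over all genes between the RE/Ovx and NE/Ovx groups. Of 54 genes of AMPK and adipokine signalling, Prkag3, the AMPK subunit of skeletal muscle, was at 1.76 ± 0.571 CPM in the RE/Ovx group and 5.52 ± 2.09 CPM in the NE/Ovx group (log2 fold change -1.65, standard error 0.41, adjusted p = 0.92 from edgeR), in the direction of the skeletal muscle genes in these rats. The median of the list was -0.02 (camera adjusted p = 0.278), and -0.058 without NE/Ovx rat 6. Of 51 TGF-beta and BMP genes Ltbp2, a latent TGF-beta binding protein, was at 56.6 ± 8.9 CPM against 39.8 ± 2.73 CPM (log2 fold change 0.51, standard error 0.12, adjusted p = 0.92 from edgeR). Inhba, an activin subunit, had a log2 fold change of -0.27, and the median of the list was 0.06 (camera adjusted p = 0.0625). The Hippo genes had a median of 0.05 (camera adjusted p = 0.0577). The genes induced by interleukin 17, TNF and NF-kappa B had a median of -0.18 (camera adjusted p = 0.00112, and adjusted p = 0.497 with an estimated correlation), and -0.10 and -0.29 without RE/Ovx rat 5 and RE/Ovx rat 8. Cebpb, a transcription factor of inflammatory and acute phase genes, was at 23.6 ± 2.02 CPM against 33.7 ± 4.46 CPM (log2 fold change -0.51, standard error 0.14, adjusted p = 0.92 from edgeR). Neutrophil genes had a median of -0.24 in the same comparison (camera adjusted p = 1.5e-07, and adjusted p = 0.592 with an estimated correlation). This median was -0.11 without RE/Ovx rat 5 (camera adjusted p = 0.0316), whose level was -0.67 against -0.21 and -0.13 in the other RE/Ovx rats, and -0.37 without RE/Ovx rat 8. For the neuroactive receptors and ligands the median was 0.05 (camera adjusted p = 0.278), with the lowest value without RE/Ovx rat 8 (9.26e-04) and the highest without RE/Ovx rat 3 (0.13), and Ptgfr, the receptor of prostaglandin F, had a log2 fold change of 0.49 (standard error 0.14, adjusted p = 0.92 from edgeR). The study's thresholds were passed by 7 AMPK genes (2.77 times their share of all tested genes), 5 TGF-beta genes (2.09 times), 6 neuroactive genes (1.44 times) and 1 Hippo gene (0.61 times), with adjusted p of 0.0657, 0.288, 0.505 and 1 in one-sided Fisher's exact tests. Without RE/Ovx rat 3 the TGF-beta and Hippo medians were 0.17 and 0.15 (camera adjusted p = 7.46e-05 and 5.93e-05). Without NE/Ovx rat 8 or 9 both lists also passed (adjusted p = 0.0416 and 0.013 for TGF-beta, 0.0475 and 0.0447 for Hippo). The lowest medians were 0.011 for TGF-beta without RE/Ovx rat 8 and 0.034 for Hippo without RE/Ovx rat 5, neither past camera.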

Meanwhile, the KEGG enrichment analysis of 213 DEGs related to the improvement mechanism of ovariectomized osteoporosis in the RE/Ovx group showed that RE was mainly enriched with the Cytokine-cytokine receptor interaction, Neuroactive ligand-receptor interaction, PI3K-Akt signaling pathway, Osteoclast differentiation, AMPK signaling pathway, TGF-beta signaling pathway, Hippo signaling pathway, TNF signaling pathway (**Figure 7B**).

Among them, the osteoclast differentiation pathway not only participates in the mechanism of ovariectomized osteoporosis induced in the NE/Ovx group and the mechanism of improving ovariectomized osteoporosis in the RE/Ovx group, but is also highly enriched in the KEGG enrichment pathways of the above two groups, with an enrichment index greater than 4.5.

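Of 105 tested genes of osteoclast differentiation, covering RANK, M-CSF, co-stimulatory, interferon and NADPH oxidase signalling, 1 rose in the NE/Ovx group compared with the Sham group (3 higher and 2 lower when adjusted over the list alone). This was Nfatc2, a calcineurin-dependent transcription factor of lymphocytes and osteoclasts, at 21.6 ± 0.687 CPM in the NE/Ovx group and 13.3 ± 1.04 CPM in the Sham group (log2 fold change 0.70, standard error 0.13, adjusted p = 0.0402 from edgeR). Its call was lost whichever of the 6 rats was left out (adjusted p up to 0.129). In the RE/Ovx group compared with the NE/Ovx group, Ncf4, a subunit of the phagocyte NADPH oxidase, was at 63.4 ± 7.48 CPM against 89 ± 13.6 CPM (log2 fold change -0.49, standard error 0.13, adjusted p = 0.92 from edgeR). Pparg, which drives adipogenesis and also acts in osteoclast precursors, was at 21.7 ± 0.244 CPM against 16.1 ± 1.98 CPM (log2 fold change 0.43, standard error 0.14, adjusted p = 0.92 from edgeR). The median of the list was 0.02 for NE/Ovx against Sham, with a mean of 0.08, while camera pointed downwards (adjusted p = 0.9995), and without NE/Ovx rat 9 it was -0.028. For RE/Ovx against NE/Ovx the median was -0.04 (camera adjusted p = 0.0409, and adjusted p = 0.592 with an estimated correlation). For NE/Ovx against Sham, 23 of the 105 genes passed the study's thresholds, 1.23 times their share of all tested genes (one-sided Fisher's exact test, p = 0.169). Of the same genes, 7 passed for RE/Ovx against NE/Ovx, 1.42 times that share (exact p = 0.221 from the same test). Without NE/Ovx rat 8 the ratio for RE/Ovx against NE/Ovx was 2.40 (exact p = 0.00874). The camera call was lost without NE/Ovx rat 6 or 9 or RE/Ovx rat 3 or 5 (adjusted p = 0.0909, 0.064, 0.109 and 0.184), and without RE/Ovx rat 8 the median was -0.076.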

### Effect of resistance exercise on bone resorption function of osteoclasts

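Of 16 genes of mature osteoclasts tested between the NE/Ovx and Sham groups, none passed over all genes and 1 was lower when adjusted over the list alone. The median log2 fold change was 0.07 and the mean 0.04, while the camera test pointed downwards (adjusted p = 0.9995). This median ran from 0.025 without Sham rat 7 to 0.096 without Sham rat 8. Itgb3, an integrin chain of osteoclasts and platelets, was at 268 ± 15.8 CPM in the NE/Ovx group and 363 ± 36.7 CPM in the Sham group (log2 fold change -0.44, standard error 0.10, adjusted p = 0.0587 from edgeR). Mmp14, a membrane protease that stromal cells also make, was at 142 ± 13.5 CPM against 85.6 ± 6.28 CPM (log2 fold change 0.73, standard error 0.22, adjusted p = 0.115 from edgeR). In the RE/Ovx group compared with the NE/Ovx group none of the 16 genes passed over all genes or over the list alone. Their median was -0.09 (camera adjusted p = 0.0581). Tcirg1, a subunit of the osteoclast proton pump, was at 148 ± 3.31 CPM against 192 ± 25 CPM (log2 fold change -0.38, standard error 0.11, adjusted p = 0.92 from edgeR). Mmp9, a gelatinase of osteoclasts and neutrophils, was at 432 ± 34.8 CPM against 530 ± 19.4 CPM (log2 fold change -0.29, standard error 0.11, adjusted p = 0.92 from edgeR). Without RE/Ovx rat 5 or NE/Ovx rat 6 the list passed camera in this comparison (median -0.16 and -0.11, adjusted p = 6.37e-04 and 0.0411). Without RE/Ovx rat 3 the median was 0.032 (adjusted p = 0.613). From the enrichment of the pathway among its differentially expressed osteoporosis genes in both comparisons (Fig. 7B), the paper proposes that osteoclast differentiation may be the key mechanism by which resistance exercise acts on bone after ovariectomy, and it then measures TRAP and β-CTX as signs of bone resorption.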

The above transcriptome analysis suggests that osteoclast differentiation may be the key mechanism of resistance exercise in improving ovariectomized osteoporosis, and TRAP and β-CTX are important indicators reflecting bone resorption of osteoclasts. In order to verify the above analysis results, the indicators were further detected. It was found that the levels of TRAP and β-CTX were significantly higher in the NE/Ovx group compared with the Sham group (*P* < 0.05), while they were significantly lower in the RE/Ovx group compared with the NE/Ovx group (*P* < 0.05) (**Figures 8A, B**). The above results suggested that osteoclast activation and bone resorption were significantly enhanced in ovariectomized rats, while resistance exercise could inhibit osteoclast activation in this process and prevent the enhancement of osteoclast bone resorption function.

**Figure 8:**
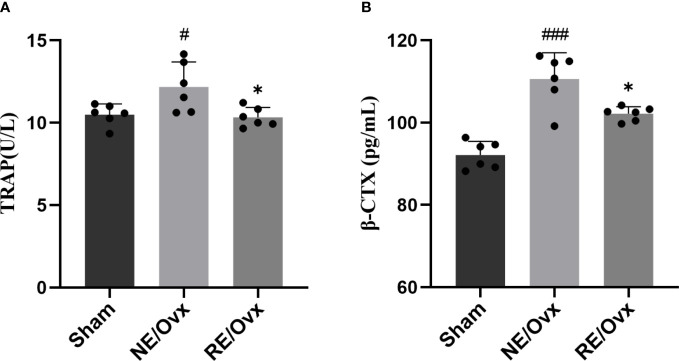
Effect of resistance exercise on bone resorption function of osteoclasts. **(A)** TRAP. **(B)** â-CTX. Graphs show mean ± SD (n=6). ^*^P < 0.05 compared to the NE/Ovx group; ^###^P < 0.001, ^#^P < 0.05 compared to the Sham group.

### Regulatory effect of resistance exercise on key genes in the osteoclast differentiation pathway

In order to further reveal how resistance exercise regulates osteoclast differentiation to improve bone resorption function, we analyzed the DEGs of the osteoclast differentiation pathway based on the above transcriptome analysis. Five DEGs with opposite expressions in the NE/Ovx group and the RE/Ovx group were screened and verified by RT-qPCR. It was found that Acp5, Fos, and Fosb genes were significantly elevated in the NE/Ovx group compared with the Sham group, while they were significantly downregulated in the RE/Ovx group compared to the NE/Ovx group (**Figures 9A–C**). 

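The means of Acp5, Fos and Fosb were higher in the NE/Ovx group than in the Sham group and lower in the RE/Ovx group than in the NE/Ovx group, and those of Calcr ran the other way. Fosb, a subunit of the transcription factor AP-1, had log2 fold changes of 1.79 (standard error 0.69, adjusted p = 0.184) and -1.56 (standard error 0.68, adjusted p = 0.924) in the 2 comparisons, from edgeR. Fos, another AP-1 subunit that osteoclast formation requires, had 1.02 (standard error 0.39, adjusted p = 0.179) and -0.98 (standard error 0.39, adjusted p = 0.924). Acp5, which encodes the phosphatase TRAP, had 0.38 (standard error 0.25, adjusted p = 0.432) and -0.44 (standard error 0.25, adjusted p = 0.965). Calcr, the calcitonin receptor of osteoclasts, had -0.34 (standard error 0.53, adjusted p = 0.763) and 0.92 (standard error 0.52, adjusted p = 0.962). None of these 8 values passed the adjusted threshold. The paper had screened these genes for opposite directions in its sequencing data, so their signs are not a separate test. Without NE/Ovx rat 9 the log2 fold changes in the 2 comparisons were 0.13 and 0.10 for Fosb and 0.32 and -0.28 for Fos. For NE/Ovx against Sham, Acp5 had 0.15 without Sham rat 12, and Calcr ran from -0.75 without Sham rat 12 to -0.013 without Sham rat 8. For RE/Ovx against NE/Ovx, Acp5 ran from -0.73 without RE/Ovx rat 5 to -0.28 without NE/Ovx rat 9, and Calcr from 0.45 without RE/Ovx rat 3 to 1.23 without NE/Ovx rat 9.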

Calcr was significantly reduced in the NE/Ovx group compared with the Sham group, while it was significantly upregulated in the RE/Ovx group compared with the NE/Ovx group (**Figure 9D**). 

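Levels of Acp5, Fosb and Calcr in single rats overlapped between the NE/Ovx group and each of the other groups. Acp5 was at 457, 467 and 605 CPM in NE/Ovx rats 6, 8 and 9, at 269, 419 and 490 CPM in Sham rats 12, 7 and 8, and at 305, 514 and 308 CPM in RE/Ovx rats 3, 5 and 8. Fos was at 31.4, 28.4 and 84.5 CPM in the NE/Ovx rats in the same order, and the Sham rats lay between 18 and 28 CPM and the RE/Ovx rats between 18.7 and 30.7 CPM. For Fosb, NE/Ovx rat 9 was at 64.2 CPM and the other NE/Ovx rats were at 8.22 and 9.2 CPM, against 6.29 to 8.75 CPM in Sham rats and 6.72 to 11.5 CPM in RE/Ovx rats. Calcr was low in every rat, from 0.667 CPM in a Sham rat to 4.51 CPM in an RE/Ovx rat, with means of 1.91 ± 1.1, 1.51 ± 0.519 and 2.88 ± 1.43 CPM in the Sham, NE/Ovx and RE/Ovx groups.

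**Figure D2:**
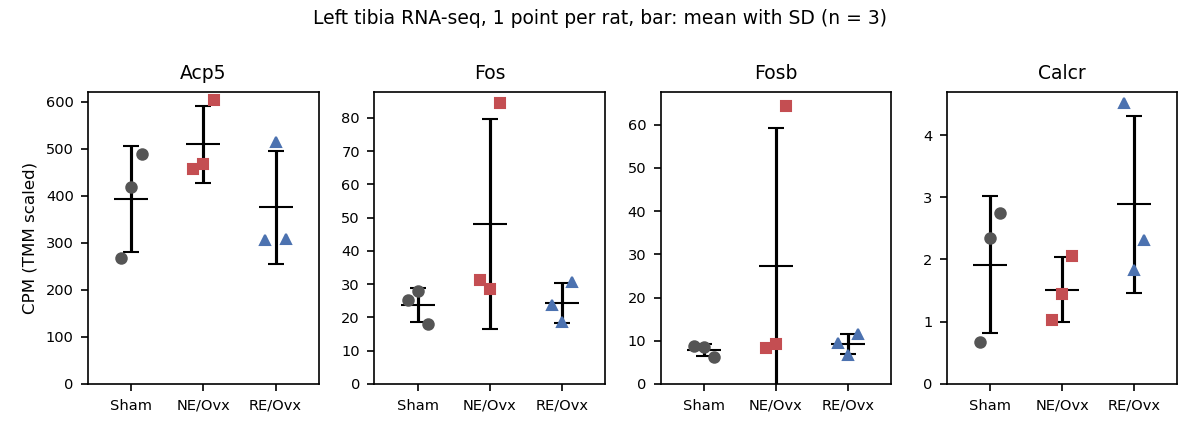
CPM of Acp5, Fos, Fosb and Calcr in each of the 9 rats by group. Points are rats and bars are group means with the SD. NE/Ovx rat 9 stands at 84.5 CPM for Fos and 64.2 CPM for Fosb.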

The expression levels of the above four genes were consistent with the RNA-seq results. Meanwhile, although the expression level of Stat1 in the NE/Ovx group did not change significantly compared with the Sham group, it was significantly upregulated in the RE/Ovx group compared with the NE/Ovx group (**Figure 9E**). The above results indicate that Acp5, Fos, Fosb, and Calcr may be the key genes of the osteoclast differentiation pathway regulated by resistance exercise.

**Figure 9:**
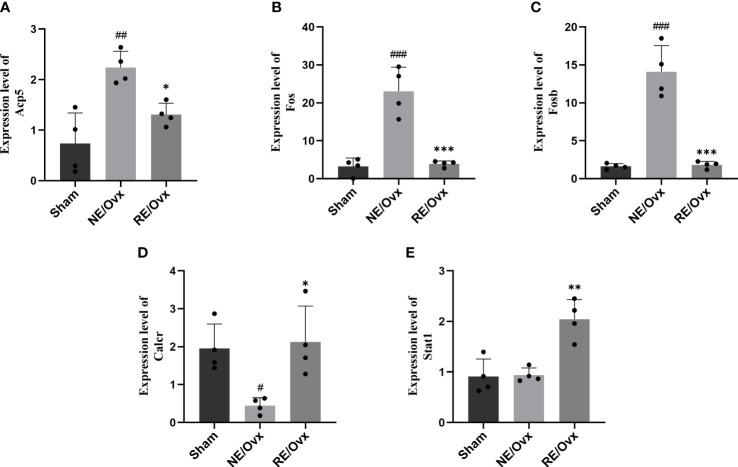
The mRNA expression levels of 5 DEGs. **(A)** Acp5. **(B)** Fos. **(C)** Fosb. **(D)** Calcr. **(E)** Stat1. Graphs represent mean ± SD (n=4). ^***^P < 0.001, ^**^P < 0.01, ^*^P < 0.05 compared to NE/Ovx group; ^###^P < 0.001, ^##^P < 0.01, ^#^P < 0.05 compared to the Sham group.

## Discussion

As an important means for the treatment of postmenopausal osteoporosis, exercise therapy has become an international consensus. However, due to the lack of relevant basic research, the mechanism of resistance exercise to improve postmenopausal osteoporosis is still unclear, which limits the further optimization of exercise protocol and its further application.

This study was conducted to investigate and find that resistance exercise can improve osteoporosis in ovariectomized rats, which is closely related to its effect on reducing bone loss by counteracting the decrease of trabecular number and density in ovariectomized rats.

On this basis, this study performed transcriptomic analysis on two comparative groups, Sham vs. NE/Ovx and NE/Ovx vs. RE/Ovx, to further reveal the potential mechanism of the improvement of bone metabolism in ovariectomized osteoporotic rats by resistance exercise. Since some of the DEGs identified by transcriptomics were not closely enough related to the disease in this study, we performed further intersection of the identified DEGs with known disease-related targets for subsequent analysis.

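Plin1 and Ghr, which rose after ovariectomy, had positive values with exercise as well, for Plin1 a log2 fold change of 0.65 (standard error 0.22, adjusted p = 0.92 from edgeR). Acp5, Fos, Fosb and Calcr had opposite signs in the 2 comparisons. The paper had screened them for opposite directions in its sequencing data, so these signs followed from the choice and do not test a reversal. Without NE/Ovx rat 9 both values of Fosb were positive, while those of Fos kept opposite signs. Of 14520 genes none passed the adjusted threshold in both comparisons, since none passed between the RE/Ovx and NE/Ovx groups in edgeR. DESeq2 gave 1 gene in opposite directions on the 9 libraries and 4 on the 2 groups, and edgeR without Sham rat 7 gave 1. The study's thresholds were passed in both comparisons by 82 genes in opposite directions and 86 in the same direction. Both comparisons contain the NE/Ovx libraries with opposite sign, and simulated groups without any effect gave 147 genes in opposite directions and 1.35 in the same direction. Independent lists of the observed sizes would share 66.4 and 55.1 genes. By the fold change alone, 1075 genes went in opposite directions and 794 in the same direction, against 1339 and 208 in the simulation and 582 and 580 for independent lists. Across genes, which are not independent replicates, the log2 fold changes of the 2 comparisons had a Pearson r of -0.178, and the simulated groups had -0.487 (SD 0.0143). The covariance was -0.0271 against -0.0403 in the simulation, a difference of 0.0132. The correlation was -0.343 without NE/Ovx rat 9 and -0.083 without RE/Ovx rat 3. With 3 NE/Ovx libraries the shared group could not be split into groups of at least 2. The simulation, in which only the shared libraries link the comparisons, gave a more negative correlation and more genes in opposite directions than observed. Across genes these values therefore show no reversal by exercise beyond what the shared libraries give.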

Through KEGG enrichment analysis of DEGs identified in Sham vs. NE/Ovx and RE/Ovx vs. NE/Ovx, it revealed that resistance exercise reversed several biological processes and signaling pathways affected by the pathological changes of osteoporosis, among which regulation of gene expression and osteoclast differentiation are the most closely related biological processes and signaling pathways shared by the RE/Ovx group and the NE/Ovx group with high enrichment index, suggesting that alteration of gene expression regulation of osteoclast differentiation pathway may be the core mechanism of resistance exercise to improve osteoporosis.

We know that osteoporosis is caused by the imbalance between osteoclast and osteoblast differentiation, and the activation of osteoclast differentiation and the enhancement of bone resorption are the important causes of OP. The above transcriptome analysis suggests that resistance exercise has a prominent reversal effect on this process. To confirm this effect, we further detected the indicators reflecting osteoclast bone resorption and found that resistance exercise does have the effect of inhibiting osteoclast activation and preventing the enhancement of osteoclast bone resorption.

Osteoclast activation involves multiple transcriptional regulatory pathways, such as the PI3K-Akt signaling pathway, NF-kappa B signaling pathway, MAPK signaling pathway, Calcium signaling pathway, JAK-STAT signaling pathway, et. al (21–24). Based on the DEGs of the osteoclast differentiation pathway in transcriptome analysis, we screened five DEGs with opposite expressions of the NE/Ovx group and the RE/Ovx group, belonging to the MAPK signaling pathway and JAK-STAT signaling pathway, in which Fos, Fosb, and Stat1 were also transcriptional regulatory factors. Subsequent validation by RT-qPCR revealed that Acp5, Fos, Fosb, and Calcr were significantly changed in both NE/Ovx and RE/Ovx groups, and their expression was completely consistent with the RNA-seq results.

Since TRAP produced by Acp5 transcription is a signature functional protein of osteoclast differentiation, and Fos and Fosb are important regulatory factors of Acp5 transcription (25), the inhibition of overactivation of functional proteins such as TRAP regulated by Fos/Fosb may be the core mechanism of resistance exercise to inhibit the osteoclast differentiation pathway and ameliorate ovariectomized osteoporosis. Meanwhile, CTR produced by Calcr transcription is an important receptor that receives calcitonin (CT) signal and enables CT to exert its inhibitory effect on osteoclast differentiation, so restoring Calcr transcription level and ensuring the feedback inhibitory effect of CT may also be an important mechanism for resistance exercise to inhibit osteoclast differentiation pathway and improve ovariectomized osteoporosis. In addition, although there was no significant difference in the NE/Ovx group, the level of Stat1 in the RE/Ovx group was significantly higher than that in the NE/Ovx group, suggesting that although Stat1 may not play an important role in ovariectomized osteoporosis, it may be involved in the above-mentioned mechanism of resistance exercise, which needs to be further explored in the following study.

In addition to the above mechanism for reversing the activation of osteoclast differentiation in ovariectomized osteoporotic rats, the transcriptome analysis results also suggested that resistance exercise had a potential regulatory effect on fluid shear stress and atherosclerosis, neuroactive ligand-receptor interaction, and TGF-beta signaling pathway. Among them, fluid shear stress and atherosclerosis is not only associated with atherosclerosis, but also an important pathway for mechanical stress to act on stress-receptor cells such as osteocytes, which can be activated by fluid shear stress (FSS) stimulation. 

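Of 39 genes of the response to fluid shear and mechanical load, none passed over all genes in either comparison. In the NE/Ovx group compared with the Sham group, 2 were higher when adjusted over the list alone and the median log2 fold change was 0.24 (camera adjusted p = 0.0076, and adjusted p = 0.538 with an estimated correlation). Mmp2, a gelatinase of stromal cells, was at 164 ± 33 CPM in the NE/Ovx group and 66.4 ± 16.3 CPM in the Sham group (log2 fold change 1.31, standard error 0.31, adjusted p = 0.069 from edgeR). Gja1, the gap junction protein that connects osteocytes, was at 258 ± 35.4 CPM against 145 ± 21.3 CPM (log2 fold change 0.83, standard error 0.20, adjusted p = 0.0701 from edgeR). In the RE/Ovx group compared with the NE/Ovx group no member passed over the list alone. Nos2, the inducible nitric oxide synthase, was at 9.45 ± 4.64 CPM against 20.7 ± 5.68 CPM (log2 fold change -1.12, standard error 0.38, adjusted p = 0.92 from edgeR). The median of the list was 0.04 while the camera test pointed downwards (adjusted p = 0.803), and -0.042, -0.049 and -0.044 without NE/Ovx rat 6, RE/Ovx rat 5 and RE/Ovx rat 8 and 0.13 without RE/Ovx rat 3.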

Through membrane stress-sensitive ion channels, integrin/cytoskeleton complex, and gap junction, FSS physical signal was converted into the chemical signal (26, 27). Neuroactive ligand-receptor interaction is not only relevant to the nervous system, but also an important pathway for cellular communication in the bone microenvironment. For example, mesenchymal stem cells (MSCs) can be regulated by the sympathetic nervous system (SNS) and its transmitters, neuropeptides, and nerve growth factors (NGF) to show the activation of osteogenic differentiation, which makes it play a role in transmitting bone metabolism regulatory signals among cells in the bone microenvironment (28, 29). Besides, the action of TGF-β in bone metabolism is more prominent, and it can play a role in both osteoblasts and osteoclasts. On the one hand, TGF-β can promote osteogenic differentiation by acting on osteoblast progenitor cells; on the other hand, through secreting a large amount of TGF-β and binding to receptors on its own cell membrane to promote its own proliferation, differentiation, and extracellular matrix synthesis. Meanwhile, high concentration TGF-β can also inhibit osteoclast formation and differentiation, and even induce the programmed death of osteoclasts (30, 31). These results suggested that the mechanism of reversal of osteoclast differentiation and activation in ovariectomized osteoporotic rats by resistance exercise may not be isolated, but the result of coexistence with the above-mentioned mechanisms, and there may even be a chain change of osteoclast sensory stress, osteoblast differentiation activation, and osteoclast differentiation inhibition, all of which need to be further explored and confirmed by subsequent studies.

However, this study has some limitations. As the basic research on the mechanism of resistance exercise in osteoporosis is relatively few, the sample size of this study was mainly determined concerning related studies (32–35). However, at the end of this study, we conducted post-hoc power calculation and found that although the effect sizes were adequate for analyzing the improvement of BMD of cancellous bones, trabecular bone microarchitecture (BV/TV, Tb.Th, Tb.N, and Tb.Sp), and bone biomechanical properties indicator (maximum load) with this sample size (power value > 0.80), the effect size may be insufficient for bone biomechanical properties indicator (stiffness), so the sample size needs to be further increased in future to study the stiffness of bone biomechanical properties. Therefore, we defined this study as an exploratory study, and hope to further expand the sample size and conduct further research in the future as funding allows. In addition, we have chosen the current classical method of resistance exercise with ladder-climbing by referring to the relevant literature (18, 19). However, the reproducibility of this method to humans deserves further exploration. Indeed, in the upward stage, the rat needs to overcome its own resistance and the resistance of the weights to climb the ladder; while in the downward stage, the rats may climb the ladder mainly by overcoming the resistance of the weights, and the weights fall to produce the acceleration, which may also increase the resistance or additional impact force to some extent. Therefore, in order to better explore the resistance exercise, we will consider different ways of climbing up and down the ladder in the follow-up study.

In conclusion, our pilot study indicated that resistance exercise can play a role in inhibiting the activation of osteoclasts and preventing the enhancement of osteoclast bone resorption in ovariectomized osteoporotic rats by inhibiting Fos/Fosb-regulated TRAP activation and relieving Calcr inhibition, which has important application value in preventing bone loss caused by estrogen deficiency.

## Data availability statement

The raw data supporting the conclusions of this article will be made available by the authors, without undue reservation.

## Ethics statement

The animal study was reviewed and approved by the Ethics Committee for Animal Experiments of Nanjing University of Chinese Medicine (Ethics number: 202012A011).

## Author contributions

QW designed the experiments and wrote the draft of the manuscript. HW, YX, HY, YL, LW, YZ, YG, JW, and YCX participated in the animal exercise experiments. HW and QW analyzed the data. ZS and GX gave the research instructions. All authors contributed to the article and approved the submitted version.

How the deposited data were processed for this re-analysis (not part of the article)

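RNA from the left tibias of 9 rats, 3 each of the Sham, NE/Ovx and RE/Ovx groups, was analysed from the values that the authors deposited for every rat. For each library the authors deposited a whole-number read count per gene, and the submitters' notes describe trimming with Trimmomatic, alignment to Rnor_6.0 with HISAT2, assembly with StringTie and quantification with Bowtie2, without versions or settings. The authors also deposited an FPKM value per gene, whose ratio to the count differs between libraries by 1 factor for all genes (largest relative spread 2.4e-09). The study tested counts with DESeq2 and took an unadjusted p under 0.05 with a fold change above 1.2 or below 0.83 as its thresholds. RT-qPCR used the right tibias, which have no sequencing values.

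Genes are named as in the authors' files. Of the 22589 listed genes, 17139 symbols are in a rat gene table of the assembly GRCr8, which was used for names only, and 2080 match it as a synonym. Of 18423 genes with any count, 14520 were kept by edgeR's filter on low counts. Genes with near-identical copies and overlapping genes may share reads, and whether the counts use the strand is not given in the sources used here.

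Counts were analysed in R 4.3.3 with edgeR 4.0.16 (TMM factors, quasi-likelihood fit and test) in 1 fit of all 9 libraries with the group as the only term. P values were adjusted by the method of Benjamini and Hochberg over all tested genes, and once more over each list alone. Standard errors are those of the log2 fold change under the same fit. CPM values are counts scaled to the effective library size, and per-rat list levels use log2 CPM with a prior count of 2. Gene lists were tested with camera of limma 3.58.1 at a preset correlation of 0.01 and with an estimated correlation, with fry beside it, and adjusted over the 42 lists of a comparison. The lists were written by hand from general knowledge of the cell types and pathways, so they differ from those the study used. Enrichment was tested with a one-sided Fisher's exact test over all tested genes. Simulations of groups without any effect, 20 in number, used the observed means and dispersions. Their counts at the study's thresholds varied less than those of splits of the real rats. Other computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

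Genes were named by a rule: each gene that the study names, with Gapdh, its RT-qPCR reference; the 10 genes higher and the 10 lower with the largest fold change among those past the adjusted threshold with non-overlapping groups and an average of at least 1 on the log2 CPM scale, or 5 and 5 for RE/Ovx against Sham; and for each list up to 4 members with the smallest p past the threshold, or 2 where none passed. Ttn and Atp2a1, abundant genes of muscle, were chosen after their values were seen. Some results for single genes are not reported here.

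On simulated counts with the observed means, edgeR recovered 21.2%, 65.2% and 90.6% of genes changed 1.5-fold, 2-fold and 4-fold for NE/Ovx against Sham (14393 genes), 10.4%, 60.6% and 96.8% for RE/Ovx against NE/Ovx (14401 genes) and 24.6%, 61.2% and 86.2% for RE/Ovx against Sham (14387 genes). False calls made up 8%, 1.82% and 1.74% of the calls. The first principal component held 34% of the variance and the second 14.7%.

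Alternatives were DESeq2 1.42.0 on all 9 libraries and on the 2 groups without a filter, median-of-ratios factors, library totals, no filter or at least 10 counts in each library, edgeR on the 2 groups, limma with a trend on log2 of FPKM with a pseudocount of 1 or 0.1 and with a minimum FPKM of 1 in 3 libraries, and leaving out in turn each of the 6 rats of a comparison, or each of the 9 rats for values over both comparisons. Fits with the level of skeletal muscle or interferon response genes as a covariate were added after the data were seen. The osteoporosis gene lists and pathway lists of the study were left out because their members are not used here, and histology, serum markers, bone density and RT-qPCR were left out because they are not sequencing data.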

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

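The tests of Fos and Fosb in single rats, of stress genes and of muscle genes were chosen after the result was seen, and the counts of splits before. Ratios compare the share of a list's genes past the study's thresholds with that of all tested genes, for 42 lists in each of 2 comparisons, and the paper gives no such values for the lists named here.

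Of 32 skeletal muscle genes, 22 passed the study's thresholds between the RE/Ovx and NE/Ovx groups, a ratio of 14.7, and none of the 32 is on another list. Ttn, the spring protein of the sarcomere, averaged 5910 CPM in the Sham, 9391 CPM in the NE/Ovx and 5116 CPM in the RE/Ovx group, and the calcium pump Atp2a1 averaged 986, 1053 and 481 CPM. With group means taken out, 22 sarcomere genes and 10 metabolic and calcium handling genes rose and fell together over the 9 rats (Pearson r = 0.977, p = 0.0185; Spearman rho = 0.933, p = 0.0556; exact permutation within groups, 216 pairings, p of at least 0.00463), also without the 2 rats farthest from the median (r = 0.937), while the 6 rats without exercise had r = 0.985 with p = 0.111 and rho = 0.886 with p = 0.167 (exact permutation, 36 pairings, p of at least 0.0278). Both sets are parts of 1 list, whose genes had an estimated correlation of 0.889 in the camera test of this comparison. A high r was therefore likely beforehand and does not decide between explanations. Different amounts of muscle left on the tibias are a candidate explanation, although the study removed the muscles from the bones. A response of bone to exercise cannot be told apart from it, since 1 rat without exercise, Sham rat 8, lay at or below the highest RE/Ovx rat and 5 did not.

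Of 27 immediate early genes, 6 passed the study's thresholds between the RE/Ovx and NE/Ovx groups, a ratio of 4.75, and NE/Ovx rat 9 had the highest level of Fos and Fosb. For NE/Ovx against Sham the log2 fold changes were 1.79 for Fosb and 1.02 for Fos, and 0.13 and 0.32 without rat 9. These values argue against a rise of the group's size in each of the 3 NE/Ovx rats. A smaller rise in each rat through ovariectomy cannot be told apart from a rise in rat 9 alone. Of the 6 values 5 lay above every Sham rat (3 for Fos and 2 for Fosb). The other, Fosb in rat 6, was at 8.22 CPM against 6.29 to 8.75 CPM in Sham rats. For each gene 2 of the 3 rats lay at or below the highest Sham rat plus 1 SD. A larger library of rat 9 is not weighed, because CPM values are already scaled to library size, which fixed the outcome of both tests tried. A stress response of rat 9 at tissue collection stays open: 12 of 25 other immediate early genes were highest in it (2.78 by chance) and 1 of 17 heat shock genes (1.89 by chance), while the median difference of the 25 genes from the highest other rat was -0.017. No further biological explanation for a single rat was tested.

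Between the RE/Ovx and NE/Ovx groups, 7 of 17 circadian clock genes passed, a ratio of 8.79. The interferon response list had 9 of 34 genes past the thresholds, a ratio of 5.65, with NE/Ovx rat 6 far above the other rats. The glycolysis and hypoxia list had 7 of 27, a ratio of 5.54, and the adipocyte list 5 of 20, a ratio of 5.34. Between the NE/Ovx and Sham groups the adipocyte list had 18 of 20 genes past the thresholds (5.04), the megakaryocyte list 11 of 15 (4.1), the B cell list 16 of 22 (4.07), the smooth muscle and pericyte list 7 of 13 (3.01) and the neutrophil list 10 of 20 (2.8). Between the RE/Ovx and Sham groups, a comparison that the paper does not report, 1171 genes passed the adjusted threshold in edgeR, against 0 in the highest of the other splits of the 6 rats, and 10 splits are too few for a share under 0.05.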

How the results depend on the processing

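The fits with a muscle or interferon covariate were tests chosen after the data were seen, and the other alternatives were planned. The count of 178 genes for NE/Ovx against Sham was 1014 with DESeq2 on all 9 libraries and 885 with DESeq2 on the 2 groups without the filter. It was 112 with limma on log2(FPKM + 1) and 277 with the interferon covariate. Leaving out 1 Sham or NE/Ovx rat gave 9 to 181, and leaving out RE/Ovx rat 8, 5 or 3 gave 82, 122 and 458. The count of 0 for RE/Ovx against NE/Ovx in edgeR (767 at an unadjusted p under 0.05) was 5 and 154 with the same DESeq2 fits, 1 with edgeR on the 2 groups, 1 without Sham rat 7 and 0 without any 1 of the other rats. The count of 1171 for RE/Ovx against Sham was 1964 with DESeq2 on all 9 libraries, 559 with edgeR on the 2 groups, 703 with the muscle covariate and 103 to 1749 without 1 Sham or RE/Ovx rat. At the study's thresholds the 2595 genes for NE/Ovx against Sham stayed within 1.5 times under each alternative, and the 680 for RE/Ovx against NE/Ovx ran from 481 to 1025 without 1 NE/Ovx or RE/Ovx rat. By the fold change alone the counts for NE/Ovx against Sham and RE/Ovx against NE/Ovx were 8460 and 6152 with DESeq2 on the 2 groups, 8389 and 6124 with edgeR without the filter and 3398 and 1490 with limma at a minimum FPKM, and 1606 for the latter with limma on log2(FPKM + 1). Splits of the 6 rats into 3 and 3 are too few (10) for a share under 0.05. The real values and the highest of the other splits were 178 and 0 called genes for NE/Ovx against Sham, 0 and 1 for RE/Ovx against NE/Ovx, and 2595 and 1296, and 680 and 1060, genes at the study's thresholds. The lists past camera numbered 0, 0 and 0 with an estimated correlation and 1, 0 and 2 with fry for NE/Ovx against Sham, RE/Ovx against NE/Ovx and RE/Ovx against Sham. The osteoclast differentiation ratio for NE/Ovx against Sham was 0.777 over genes past the adjusted threshold, and that for RE/Ovx against NE/Ovx ran from 1.35 to 2.40 without 1 rat. The correlation of the 2 comparisons was -0.424 with DESeq2 on the 2 groups, -0.413 without the filter, -0.269 with the interferon covariate, 0.033 over genes called in at least 1 comparison and -0.343 to -0.083 without 1 rat. Genes called in opposite directions numbered 1 and 4 with DESeq2 on all 9 libraries and on the 2 groups, 1 without Sham rat 7 and 0 without any 1 of the other rats. Among lists past camera with all rats, medians for NE/Ovx against Sham that changed sign without 1 rat ran from -0.11 to 0.43 for skeletal muscle, -0.087 to 1.28 for interferon response, -0.34 to 0.089 for ribosomal protein and -0.23 to 0.041 for oxidative phosphorylation genes. For RE/Ovx against NE/Ovx they ran from -0.046 to 0.30 for osteoblast, -0.046 to 0.45 for extracellular matrix, -0.011 to 0.29 for endothelial, -1.48 to 0.017 for interferon response and -0.16 to 0.034 for oxidative phosphorylation genes. Medians of lists not past camera with all rats also changed sign, such as -0.16 to 0.032 for osteoclast marker, -0.051 to 0.11 for cell cycle, -0.045 to 0.17 for osteoporosis and -0.13 to 0.23 for cartilage genes in RE/Ovx against NE/Ovx and -0.16 to 0.27 for ribosomal protein genes in RE/Ovx against Sham. With the muscle covariate the medians were -0.029 for muscle genes in NE/Ovx against Sham and, for RE/Ovx against NE/Ovx, -0.022 for osteoblast genes (adjusted p = 0.368), and -0.36 for cartilage, -0.31 for B cell and 0.098 for oxidative phosphorylation genes, lists that passed camera in the reversed direction (adjusted p = 0.00366, 0.00356 and 0.0394). With the interferon covariate they were -0.10 for interferon genes in NE/Ovx against Sham and 0.022 in RE/Ovx against NE/Ovx, where osteoblast and extracellular matrix genes had -0.066 and -0.044. The cause was not tested in any of these. Of the other values, named genes kept their side of the threshold in 1589, 1445 and 2009 refits for NE/Ovx against Sham, RE/Ovx against NE/Ovx and RE/Ovx against Sham, lost it in 273, 0 and 384, gained it in 82, 21 and 19 and reversed in none. Lists kept theirs in 682, 656 and 723 refits, lost it in 75, 72 and 82 and gained it in 20, 67 and 10. The direction of the test changed with neither value past the threshold in 3, 7 and 5 refits of genes and 57, 35 and 24 of lists. Of genes changed 1.5-fold in simulated counts, edgeR recovered 10.4% to 24.6%. No paired analysis was possible because the rat numbers of the groups share only number 8.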

Differences from the paper's values

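No test in this part was chosen after the result was seen. The paper reports 6697 differentially expressed genes for NE/Ovx against Sham, 4040 higher and 2657 lower, and at its stated thresholds 2595 genes passed here, 1648 higher and 947 lower. For RE/Ovx against NE/Ovx the paper's counts are 4423, with 2227 higher and 2196 lower, and here 680 genes passed, 223 higher and 457 lower. This excess of lower genes was lost without RE/Ovx rat 3, where 549 were higher and 476 lower. None of the alternatives set before the data were examined, DESeq2 on the 2 groups without a filter among them, brought these counts at the study's thresholds within 1.5 times of the paper's. The fold change alone, without a p, gave 5404 genes here (3394 higher and 2010 lower) and 3122 (1554 higher and 1568 lower), within 1.5 times of the paper's counts. Fig. 6A gives the paper's counts of higher genes in both comparisons as those past the fold change alone, with about 2700 and about 2200 lower genes. Past both thresholds it gives about 1500 higher and about 1000 lower genes for NE/Ovx against Sham and about 300 and about 580 for RE/Ovx against NE/Ovx, read by eye, each within 1.5 times of the counts here.

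For osteoclast differentiation the paper gives an enrichment index greater than 4.5, computed over osteoporosis genes among its differentially expressed genes, and the ratio here, over all tested genes and with another list of the pathway, was 1.23 for NE/Ovx against Sham and 1.42 for RE/Ovx against NE/Ovx. No alternative set before the data were examined brought this ratio over all tested genes to 4.5. Over osteoporosis genes alone, the form closer to the paper's, the ratio was 9.22 and 23 for the genes past the study's thresholds (2 of 30 genes and 1 of 6), which is above 4.5, and 25.1 and 18.3 for those not past them.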

Other observations

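The tests of osteoclast differentiation genes among osteoporosis genes were written before the result was seen, and the fit with the muscle level as a covariate was a test chosen after.

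Compared with Sham rats, the RE/Ovx rats had more RNA of fat cells, cartilage and bone matrix and less of neutrophils. Of 20 adipocyte genes 16 rose and none fell (17 higher when adjusted over the list alone), with a median log2 fold change of 1.74 (camera adjusted p = 1.5e-33, and adjusted p = 0.144 with an estimated correlation). Plin1 rose by 3.63 (standard error 0.25, adjusted p = 3.35e-04 from edgeR) and Lipe, the hormone-sensitive lipase, by 1.61. Of 18 cartilage genes 9 rose (14 when adjusted over the list alone; median 1.15), of 41 extracellular matrix genes 14 (31; median 1.07), of 22 osteoblast genes 7 (16; median 0.88) and of 22 B cell genes 5 (19; median 1.18). Each of these lists passed camera, with adjusted p = 0.409 with an estimated correlation. Bglap, which encodes osteocalcin, was at 316 CPM and had a log2 fold change of 1.89 (standard error 0.29, adjusted p = 0.0113 from edgeR). Of 20 neutrophil genes 11 fell (17 lower when adjusted over the list alone), with a median of -0.73 (camera adjusted p = 2.17e-15, and adjusted p = 0.409 with an estimated correlation). Camp, an antimicrobial peptide of neutrophils, was at 409 ± 78 CPM against 801 ± 105 CPM (log2 fold change -0.97, standard error 0.15, adjusted p = 0.0118 from edgeR). All 32 skeletal muscle genes had a negative log2 fold change (none past the threshold over all genes or over the list alone), with a median of -0.76 (camera adjusted p = 7e-06, and adjusted p = 0.539 with an estimated correlation). Of 15 megakaryocyte genes 4 fell (8 lower when adjusted over the list alone), with a median of -0.41 (camera adjusted p = 1.17e-05, and adjusted p = 0.425 with an estimated correlation). Of 105 osteoclast differentiation genes 5 rose and 11 fell (8 and 17 when adjusted over the list alone), and the median was -0.02 (-0.052 without RE/Ovx rat 8) while the mean was 0.02 and camera pointed downwards (adjusted p = 0.258). Tyrobp, an adaptor of immune receptors on myeloid cells and osteoclasts, fell by 0.63 and Pparg rose by 1.11. Of 16 genes of mature osteoclasts, Itgb3 (-0.40) and Oscar (-1.14) fell and Mmp14 (0.84) rose. Igfbp2 remained below its Sham level, with a log2 fold change of -4.56 (standard error 0.65, adjusted p = 0.0093 from edgeR).

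Of the 1171 genes that passed, 726 were higher and 445 lower (62.0% higher, and 75.5% when scaled to library totals), and the groups did not overlap for 4041 genes (27.8%, against 10% by chance). The count was 103 without RE/Ovx rat 5 or RE/Ovx rat 8 and 601 without Sham rat 7, and 767 without Sham rat 12. Plin1, Lipe, Bglap, Camp and Pparg kept their calls whichever of the 6 rats was left out. Tyrobp lost its call without RE/Ovx rat 5 or 8 (adjusted p up to 0.0554) and Igfbp2 without RE/Ovx rat 8 (0.0516). Itgb3 lost it without Sham rat 7 or 8 or RE/Ovx rat 5 or 8 (up to 0.141), Oscar without any 1 rat except Sham rat 12 (up to 0.144) and Mmp14 without any 1 rat except RE/Ovx rat 3 (up to 0.166).

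Gapdh, the reference gene of the study's RT-qPCR, was at 323 ± 17.2 CPM in the RE/Ovx group and 481 ± 62 CPM in the NE/Ovx group (log2 fold change -0.57, standard error 0.19, adjusted p = 0.92 from edgeR, and 3.4e-04 with DESeq2 on the 2 groups without the filter). Ribosomal protein genes had a median of 0.19 for RE/Ovx against NE/Ovx (camera adjusted p = 4.87e-08, and adjusted p = 0.733 with an estimated correlation), which was 0.064 without NE/Ovx rat 8 and 0.31 without NE/Ovx rat 9. Glycolysis and hypoxia genes had one of -0.17 (camera adjusted p = 9.64e-07, and adjusted p = 0.497 with an estimated correlation), with Pkm at -0.41, and one of -0.077 without NE/Ovx rat 9 (camera adjusted p = 0.00404). Aldoa and Tpi1, enzymes of glycolysis that muscle also makes in large amounts, were at -0.64 each, and the 32 skeletal muscle genes were lower in the same rats (median -0.96). With the skeletal muscle level as a covariate the glycolysis and hypoxia median was -0.11 (camera adjusted p = 0.0849) and the log2 fold change of Gapdh -0.18 (adjusted p = 0.981 from edgeR). Genes of T and NK cells had a median of 0.30 (camera adjusted p = 0.00188, and adjusted p = 0.733 with an estimated correlation), and one of 0.12 (adjusted p = 0.576) without NE/Ovx rat 6, 0.11 (adjusted p = 0.0157) without RE/Ovx rat 5 and 0.46 without NE/Ovx rat 8.

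Whether taking osteoporosis genes first raises the ratio of osteoclast differentiation genes, whatever their expression does, was tested on 74 osteoporosis genes, of which 10 (13.5%) are also on the osteoclast differentiation list, 18.7 times that list's share of all tested genes. For NE/Ovx against Sham the 30 genes past the study's thresholds held 2 of them (ratio 9.22) and the 44 genes not past held 8 (ratio 25.1), with a one-sided Fisher's exact p = 0.967 for a larger share among the former. For RE/Ovx against NE/Ovx the 6 genes past held 1 (ratio 23) and the 68 not past held 9 (ratio 18.3; exact p = 0.595). In these hand-written lists the overlap of 10 genes was set before any expression value was used, so high ratios on both sides were likely beforehand. The exact test for RE/Ovx against NE/Ovx rests on 6 genes past the thresholds and could hardly decide. The lists differ from the study's, so these ratios do not test the paper's enrichment index. A response of this pathway to ovariectomy or exercise stays open.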
